# Full-length transcriptome reconstruction reveals a large diversity of RNA and protein isoforms in rat hippocampus

**DOI:** 10.1038/s41467-019-13037-0

**Published:** 2019-11-01

**Authors:** Xi Wang, Xintian You, Julian D. Langer, Jingyi Hou, Fiona Rupprecht, Irena Vlatkovic, Claudia Quedenau, Georgi Tushev, Irina Epstein, Bernhard Schaefke, Wei Sun, Liang Fang, Guipeng Li, Yuhui Hu, Erin M. Schuman, Wei Chen

**Keywords:** Sequence annotation, Data integration, Gene expression profiling, Open reading frames, Transcriptomics

## Abstract

Gene annotation is a critical resource in genomics research. Many computational approaches have been developed to assemble transcriptomes based on high-throughput short-read sequencing, however, only with limited accuracy. Here, we combine next-generation and third-generation sequencing to reconstruct a full-length transcriptome in the rat hippocampus, which is further validated using independent 5´ and 3´-end profiling approaches. In total, we detect 28,268 full-length transcripts (FLTs), covering 6,380 RefSeq genes and 849 unannotated loci. Based on these FLTs, we discover co-occurring alternative RNA processing events. Integrating with polysome profiling and ribosome footprinting data, we predict isoform-specific translational status and reconstruct an open reading frame (ORF)-eome. Notably, a high proportion of the predicted ORFs are validated by mass spectrometry-based proteomics. Moreover, we identify isoforms with subcellular localization pattern in neurons. Collectively, our data advance our knowledge of RNA and protein isoform diversity in the rat brain and provide a rich resource for functional studies.

## Abstract (web summary)

It is challenging to characterize diverse transcript isoforms by short-read sequencing. Here the authors report full-length transcriptomes in rat hippocampus by hybrid-sequencing, predict isoform-specific translational status, and reconstruct open reading frames validated by mass spectrometry.

## Introduction

The structural annotation of genes serves as an important resource in the genomics era. Prior to the advent of next-generation sequencing (NGS) technologies, gene annotation proceeded relatively slow and largely relied on expressed sequence tags (ESTs)^1^, protein sequences^2^, in silico prediction^3^, and their combinations^4^. Recently, NGS-based RNA-seq has been used to reconstruct transcriptomes by assembling sequencing reads with^5^ or without^6^ reference genomes, largely expanding the complexity of transcriptomes in human and other organisms^7–9^. However, transcriptome diversity owing to alternative transcription start sites, alternative splicing of exons, and/or the use of different poly(A) sites is often difficult to capture and characterize using NGS data, due to their relatively short read length (typically ≤ 400 nt)^10^ in comparison to the length of mature transcripts (median > 2500 nt). Therefore, coupled alternative RNA processing events that occur over long distances cannot be simultaneously captured by single short reads^11^. In such cases, transcriptome reconstruction algorithms cannot provide unambiguous solutions^5^. In general, the quality of isoform assembly is inversely correlated with the transcriptome complexity^12,13^.

Despite the technical challenge, there is an ever-increasing interest to investigate and determine transcripts in full-length, which allows for the identification of coupled alternative RNA processing events thereby discovering coordination between different regulatory processes, including coding capacity, RNA localization, translation and stability. For example, it has been reported that alternative splicing of internal/last exons is coupled with alternative polyadenylation sites (pAs) to alter simultaneously coding sequences and 3′-untranslated regions (UTR)^14,15^. Cis-elements residing in 3′ UTRs can affect RNA stability^16,17^, translational efficiency^18–20^, and subcellular localization^21–23^; therefore, such coupling could generate distinct protein isoforms with differential translational efficiency from RNAs with differential stability and/or subcellular localization^23–25^. In addition, the knowledge of full-length mRNA sequences or at least full-length ORFs is essential to understand the complete amino acid sequences of encoded proteins. Moreover, to what extent transcriptome diversity is translated into proteome diversity is still debated^26–28^. Clear, unbiased answers to the abovementioned questions require the knowledge of full-length transcriptomes.

The more recently developed third generation sequencing (TGS) technologies, including the Pacific Biosciences (PacBio)^29–35^ and Oxford Nanopore^36^ platforms, can generate longer reads, reaching up to tens or even hundreds of kilobases^10,37^. Such read length is sufficient to cover most RNA transcripts in full length. Although these technologies have recently been used to characterize full-length transcripts either in a targeted manner or on a genome-wide scale^29–36^, challenges exist in two respects. First, the sequencing error rate of TGS is significantly higher than NGS, which compromises read alignment or assembly^31^. One way to increase the read accuracy is to sacrifice the advantage of read length. For instance, PacBio can generate high-quality circular consensus sequences (CCSs) by requiring the polymerase to run through the sequencing insert multiple times. However, if sequencing inserts are long, the polymerase may fail to go through the insert multiple times, and only subreads, generated by one-pass polymerase runs, are obtained. As a result, the CCS sequences could be significantly shorter than the subreads^32^. Alternatively, the same samples could be sequenced at the same time by, for example, Illumina technology and thereafter the high-quality Illumina reads could be used to correct the TGS sequencing errors (e.g., LSC^38^, pacBioToCA^31^, proovread^39^, as well as others reviewed and compared in ref. ^40^). Second, the TGS throughput is significantly lower than that of Illumina^41^, which, if used on a genome-wide scale, would be difficult to capture transcripts of low abundance^30^. Moreover, what is often lacking in previous TGS transcriptome studies, is the orthogonal validation of transcript ends^29,32,42^.

Although the rat has long been used as a model organism, its gene annotation is not comparable with that of human and mouse. This largely restricts its potential usage in many fields, including molecular neurobiology given the highest transcriptome complexity in neuronal tissues. To address this issue and above-stated technical challenges, we develop a hybrid-sequencing workflow for reconstructing full-length transcripts (FLTs) and apply it to annotate the FLTs expressed in rat hippocampus, which are then validated by orthogonal approaches. With the FLT collection, we discover co-occurrence of alternative RNA processing events. Furthermore, integrating with polysome profiling and ribosome footprinting data, we provide insightful observations on the isoform–specific translational status, as well as ORFeome diversity. Importantly, a large fraction of our newly identified ORFs are supported by mass spectrometry-based proteomics datasets. Finally, we identify isoforms with specific subcellular localization patterns in neurons. Altogether, our data expand the current rat gene annotation and provide a rich resource for future functional studies. Moreover, our pipeline can be easily adapted to uncover the complex transcriptome/ORFeome landscapes expressed in other tissues from other organisms.

## Results

### A hybrid-sequencing workflow for FLT reconstruction

Aiming for sequencing RNA transcripts in full length, we developed a workflow that combines the unique technical strengths of Illumina and PacBio sequencing technologies, i.e., high sequencing accuracy and long read length, respectively. Our workflow has two main features (Fig. 1a): First, cDNA normalization and size fractionation to facilitate the profiling of diverse transcripts at an affordable throughput; second, a computational approach to correct PacBio sequencing errors by using Illumina reads.

**Fig. 1:**
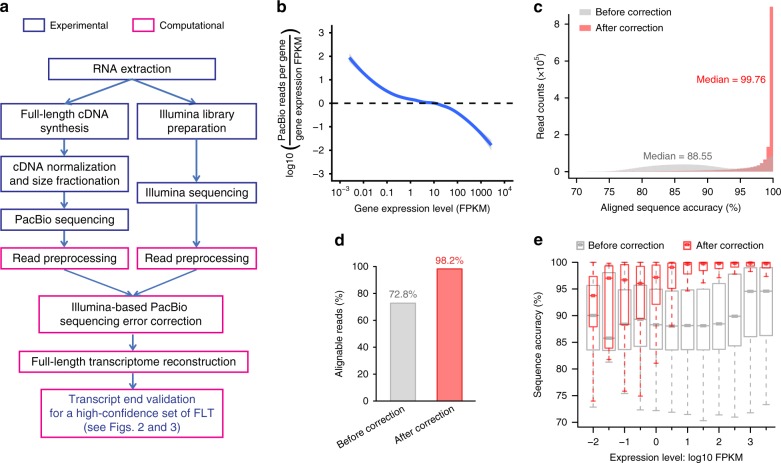
The hybrid sequencing workflow for FLT annotation. **a** The flow chart of the hybrid sequencing workflow, including the experimental procedures (blue rectangles) comprised of PacBio sequencing and Illumina sequencing, and the computational components (pink rectangles) for Illumina-based PacBio error correction, followed by full-length transcriptome reconstruction, transcript end validation, and isoform diversity characterization. **b** The ratio of PacBio read count to gene expression level (estimated based on Illumina sequencing data) was plotted against the gene expression level. Highly expressed transcripts were largely depleted in PacBio sequencing after the cDNA normalization. **c** Histograms compare PacBio read accuracy before and after the error correction. After the correction, the final sequence accuracy was increased from 88.55% to 99.76%. The colors filled in the histograms are half-transparent, so that dark red in the histograms indicates the overlay. **d** Bar plots showing the percentage of alignable reads before and after error correction (72.8% vs. 98.2%). **e** The increased sequence accuracy after error correction was plotted against gene expression levels. Box edges represent quartiles, whiskers represent extreme data points no more than 1.5 times the interquartile range. Source data for panel **b** are provided in a Source Data file

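RNA from rat hippocampus was also sequenced on the Illumina platform, from 2 replicate libraries whose cDNA was not normalized. The authors removed adapters with flexbar, mapped the reads to the full-length transcripts (FLTs) with Bowtie 2 and estimated the level of each isoform with RSEM. RSEM divides reads that fit several isoforms among them by an expectation-maximization algorithm, so a value of 0 is an estimate and not a count of 0 reads. The methods give single-end reads for these libraries, whereas the stated RSEM arguments are those for paired-end reads. The deposited values are TPM, a library's share of transcripts taken by each isoform, written to 2 decimals, for each of 28268 isoforms. TPM are shares within one library and keep no sequencing depth, so the number of reads behind a value is unknown and no interval for counting error was computed. Replicate 1 lists 8734 isoforms (30.9%) at 0 TPM and replicate 2 lists 9096 (32.2%). Over all 28268 isoforms, including those at 0 in both replicates, Pearson's r between the replicates was 0.878 on the log2(TPM + 1) scale. This is a correlation across isoforms, which are not independent replicates. The SD of the log2 difference between the replicates was 1.44 over the 19924 isoforms with a mean of at least 1 TPM. It was 0.50 over the 4061 isoforms with a mean of at least 50 TPM. In 668 isoforms, 1 replicate was listed at 0 and the other at 10 TPM or more.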

We applied the workflow to adult rat hippocampal tissue. In total, we sequenced four PacBio libraries of different cDNA sizes (Supplementary Table 1). Incorporating the size fractionation helps to avoid amplification and sequencing bias. While shorter-than-expected subreads were observed to different extents in the four libraries, the overall subread length showed a tendency to fit the expected size (Supplementary Fig. 1a), and the reads were predominantly derived from genes of the expected length (Supplementary Fig. 1b). We speculated that those shorter-than-expected reads were largely due to polymerase drop-off during the PacBio sequencing; therefore these reads were not used for FLT annotation (see the next section).

The cDNA in the PacBio library was normalized using a duplex-specific nuclease^43^ (see Methods section). As a result, the range of PacBio reads per gene spanned only three orders of magnitude, considerably less than the seven orders of magnitude of the gene expression dynamic range measured by Illumina sequencing of the non-normalized library (Supplementary Fig. 1c, d). 

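In the non-normalized Illumina libraries, the TPM of single isoforms above 0 ranged from 0.01 to 7832 in replicate 1 and from 0.01 to 5325 in replicate 2. These ranges spanned 5.89 and 5.73 orders of magnitude. Their lower end is the smallest value that the 2 decimals of the tables can show. The median over isoforms above 0 was 12.0 TPM in replicate 1 and 14.9 TPM in replicate 2. The 10 most abundant isoforms of each library held 4.83% and 4.19% of its TPM. These are values per isoform, and levels per gene are not analysed here.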

As shown in Fig. 1b and Supplementary Fig. 1e, after the cDNA normalization, those highly expressed transcripts, which would otherwise consume many sequencing reads, were largely depleted. Hence, after normalization we obtained more reads from lowly expressed genes, enabling us to sample relatively rare transcripts.

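All 28268 FLT isoforms were reconstructed from the PacBio reads, and their levels in the Illumina libraries reached down to the lowest values listed. In both hippocampus replicates, 6652 isoforms (23.5%) were listed at 0 TPM, and 4526 (16.0%) were at 0 in 1 of the 2. Another 215 isoforms had a mean above 0 and under 0.1 TPM. A mean from 0.1 to 1 TPM was found for 1486 isoforms (5.26%), and 1988 isoforms (7.03%) had a mean over 100 TPM. The paper reasons that the cDNA normalization depleted abundant transcripts and so left more reads for transcripts of low level.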

Using Illumina reads to correct PacBio sequencing errors (see Methods section), we substantially improved the sequence accuracy (Fig. 1c, Supplementary Fig. 1f for an example). As a result, the percentage of alignable reads (Fig. 1d), alignment coverage (Supplementary Fig. 1g) and precision of read alignment at annotated splicing sites (Supplementary Fig. 1h) were improved. As genes of higher expression levels obtained more Illumina reads for error correction, we observed a positive correlation between the improved accuracy and the expression levels, whereas the accuracy of the raw reads was independent of gene expression (Fig. 1e). Except for genes expressed at very high levels (FPKM > 100), the performance of error correction could be further improved with higher Illumina sequencing depth.

After error correction, we aligned the PacBio reads against the rat reference genome, identical alignments were collapsed, and reads aligned to the same loci of the same strand were clustered (see Methods section). Hereafter, we define collapsed reads as transcripts, and read clusters as gene loci. At this stage, we identified 102,377 transcripts from 22,629 gene loci.

### High-confidence FLTs improve rat RNA isoform annotation

To discard truncated reads caused by incomplete reverse transcription or PacBio sequencing, we generated cap analysis gene expression (CAGE) data^19^ (see Methods section) and used our previously published 3′end sequencing (3′-seq) data from the rat hippocampus^23^ to characterize the transcript 5′-ends and 3′-ends, respectively (Fig. 2a). In total, the CAGE and 3′-seq data yielded 37,426 and 23,229 clusters, respectively. At the transcription start sites (TSSs), we found a substantial overlap between our PacBio transcript 5′-ends and CAGE clusters (Fig. 2b). Among the non-overlapping ones, PacBio transcript 5′-ends were more frequently located downstream of CAGE clusters, likely due to reverse transcriptase or polymerase drop-off. A similar phenomenon was observed when comparing to the annotated TSSs, though the distance distribution was less sharp and there were fewer overlaps within a 50-nt distance (Fig. 2b). In comparison to the 5′-ends, better agreement was achieved at the transcript 3′-ends (Fig. 2c) and again, there were more overlaps between PacBio transcript 3′-ends and 3′-seq clusters than that between PacBio transcript 3′-ends and annotated transcription end sites (TESs). Collectively, these analyses showed the high concordance between PacBio transcript ends and CAGE/3′-seq clusters, and indicated the incompleteness of current rat TSS/TES annotation.

**Fig. 2:**
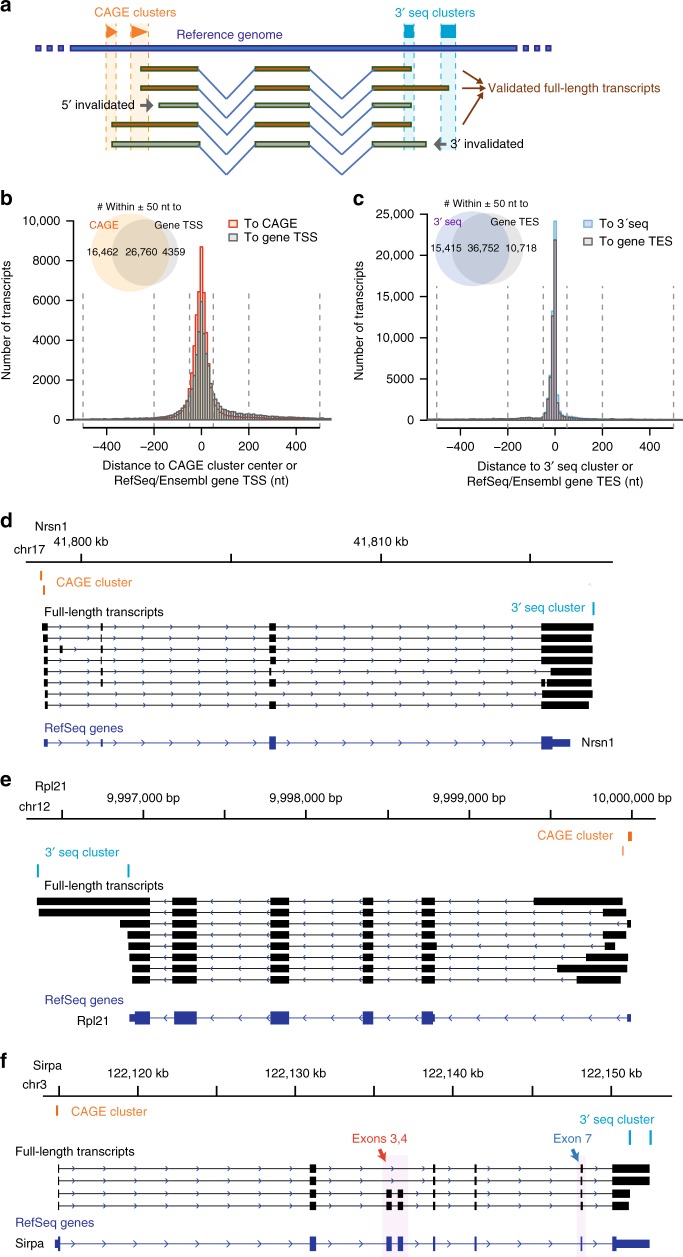
The high-confidence set of FLTs. **a** The scheme of full-length transcript end validation and filtering, based on CAGE and 3′seq data. In the example transcripts, the third and last transcripts from top to bottom are invalidated, due to their 5′-ends and 3′-ends are not supported by CAGE and 3′seq clusters, respectively. These transcript fragments were excluded in the downstream analysis. **b** Histograms show the genomic distance between PacBio transcript 5′ends and CAGE clusters, as well as the distance between PacBio transcript 5′ends and annotated gene TSSs. Positive distance indicates PacBio transcript 5′ends located downstream of CAGE clusters (or annotated TSSs) and negative distance indicates PacBio transcript 5′ends located upstream of CAGE clusters (or annotated TSSs). The inlet Venn diagram shows that there were more PacBio transcript 5´ends located within 50-nt from CAGE clusters than located within 50-nt from annotated TSSs. **c** Histograms show the genomic distance between PacBio transcript 3′ends and 3′seq clusters, as well as the distance between PacBio transcript 3′ends and annotated gene TESs. Positive distance indicates PacBio transcript 3′ends located downstream of 3′seq clusters (or annotated TESs) and negative distance indicates PacBio transcript 3′ends located upstream of 3′seq clusters (or annotated TESs). The inlet Venn diagram shows that there were more PacBio transcript 3′ends located within 50-nt from 3′seq clusters than located within 50-nt from annotated TESs. **d**–**f** Three example genes of the high-confidence FLT. Tracks from top to bottom include genomic coordinates, CAGE clusters, 3′seq clusters, full-length transcripts, and RefSeq genes. The three genes are **d** *Nrsn1* (Neurensin-1), a gene specifically expressed in neurons, **e** *Rpl21*, the large ribosomal subunit protein 21, and **f** *Sirpa*, signal regulatory protein α. Source data for panels **b** and **c** are provided in a Source Data file

To determine high-confidence FLTs, we only retained transcripts whose 5′-ends and 3′-ends were both within 50-nt from CAGE and 3′-seq clusters. The final set contained 28,268 transcripts derived from 6,380 RefSeq gene loci and 849 unannotated loci, resulting in an average diversity of 3.91 isoforms per gene locus, a large increase in isoform diversity compared to rat RefSeq/Ensembl annotation (Fig. 3a; see also Supplementary Fig. 2a, b for comparison to mouse and human gene annotation, respectively). For instance, our FLT contained eight transcript isoforms of the gene *Nrsn1* (Neurensin-1), which started from two distinct TSSs validated by CAGE and ended at one TES confirmed by 3′-seq (Fig. 2d). In comparison, the RefSeq annotation contains only one isoform, and the annotated TES was not used in our sample. In *Rpl21* (large ribosomal subunit protein 21), we found one additional distal TES and a number of alternative first exons, whereas RefSeq contains only one annotated isoform (Fig. 2e). Finally, for the gene *Sirpa* (signal regulatory protein α), which encodes a transmembrane protein predominantly expressed in neurons and present in dendritic and/or axonal regions^44^, we identified four isoforms with two distinct 3′-ends, all divergent from the one annotated in RefSeq. As shown in Fig. 2f, the inclusion of two internal exons 3 and 4 seems to be associated with a shortened 3′UTR, whereas the choice of alternative 5′splice sites of exon 7 was independent of the usage of the two alternative TESs.

**Fig. 3:**
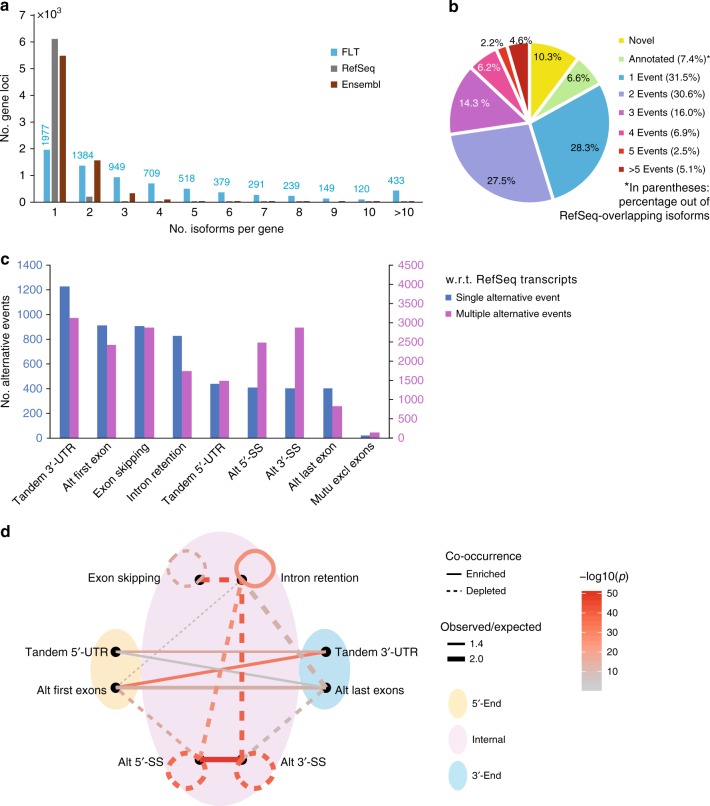
RNA isoform diversity and co-occurrence of alternative RNA processing events. **a** Number of isoforms per gene in our FLT, compared to rat RefSeq and Ensembl annotation. See also Supplementary Fig. 2a, b for the comparisons to mouse and human RefSeq/Ensembl annotation. **b** Pie chart shows the proportion of our FLT transcripts categorized with the respect to RefSeq curated isoforms. The categories include novel loci (non-overlapped with annotated RefSeq loci), annotated isoforms, and isoform variants that deviated from their closest RefSeq isoforms by 1, 2, 3, 4, 5, and >5 alternative RNA processing events. Shown in the pie chart are percentages out of all the FLT isoforms, and shown in the parenthesis are percentages out of RefSeq-overlapping isoforms. **c** Histograms show the number of transcript variants harboring different types of alternative events, including, from left to right, tandem 3´UTR, alternative first exons, exon skipping, intron retention, tandem 5′UTR, alternative 5′ splice sites, alternative 3´ splice sites, alternative last exons, and mutually exclusive exons. In the histograms, transcript variants were sorted into isoforms deviated from their closest RefSeq transcripts by single alternative event (blue) and multiple events (purple). Shown were only isoforms with TPM > 1; see Supplementary Fig. 3b for all the isoforms. **d** Network diagram shows the co-occurrence of RNA processing alternative events. Line type: enrichment or depletion of the co-occurrence; line width: the ratio between observed co-occurrence and expected co-occurrence; line color: −log10(*P* values) of the enrichment or depletion (one-tailed binomial tests). Shown were only isoforms with TPM > 1; see Supplementary Fig. 3c for all the isoforms. Source data for panels **a** and **d** are provided in a Source Data file

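The filter of TPM > 1 kept 19915 isoforms (70.5%) when it was applied to the mean of the 2 hippocampus replicates. It kept 18219 isoforms in replicate 1 alone and 18495 in replicate 2 alone. The setting that moved the number most was a value above 1 TPM in both replicates, which 15930 isoforms had.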

We then checked whether any systematic biases were introduced into our FLT transcripts. First, concerning the size and position of exons and introns, we found no large differences between our FLT and RefSeq/Ensembl annotation (Supplementary Fig. 2c, d). Then, we evaluated the 3-divisibility of cassette exon length^45^ and found a significant enrichment of 3-divisible cassette exons in the coding region (Supplementary Fig. 2e), suggesting that such cassette exons were selected to maintain ORF integrity. In particular, cassette microexons of 3–27 nt in length had a higher probability (98 out of 141) to be 3-divisible, consistent with the observations by Irimia et al.^46^. Moreover, we found a comparable conservation pattern at splicing sites, cassette exons, retained introns, as well as tandem 5´UTRs and tandem 3′UTRs between our FLT and RefSeq/Ensembl annotation (Supplementary Fig. 2f–h). Finally, for both our FLT collection and Ensembl annotation in mouse/human, the isoform diversity in a gene was positively correlated with its maximum transcript length and the maximum exon number (Supplementary Fig. 2i), suggesting the observed diversity could be due, at least in part, to an enhanced opportunity for a transcript to undergo alternative RNA processing. Taken together, these analyses suggest no obvious bias imposed by our FLT reconstruction process.

### Co-occurrence of alternative RNA processing events

We compared every FLT to the RefSeq transcript with the highest similarity. Unexpectedly, of those derived from RefSeq gene loci, 93% deviated from the annotated transcripts by at least one alternative RNA processing event (Fig. 3b, Supplementary Fig. 3a). Deviation by multiple alternative events accounted for 61% of these transcript variants, with approximately 5% exhibiting greater than five alternative events. For these, accurate assembly would be difficult, if not entirely impossible, to achieve with conventional NGS methods.

Based on their alternative processing events, we grouped the FLT variants into distinct categories (Fig. 3c, Supplementary Fig. 3b) and investigated the enrichment or depletion of the co-occurrence of all event pairs in those isoforms consisting of multiple alternative events. Interestingly, we observed a significant co-occurrence between alternative 5′-ends and 3′-ends, whereas the alternative usage of transcript ends did not co-occur with internal splicing events (Fig. 3d, Supplementary Fig. 3c). Among internal splicing events, the co-occurrence happened only between alternative 5′ and 3′ splice sites, and between multiple intron retention events (Fig. 3d, Supplementary Fig. 3c). Taking the most abundant isoforms in our FLTs as the reference for analyzing alternative processing events, similar results were observed (Supplementary Fig. 3f).

To further study the coordinated usage of transcript ends and alternative splice sites, we split alternative first/last exons and tandem 5′/3′UTRs into distal and proximal groups, and alternative splice sites into upstream and downstream sites (Supplementary Fig. 3d, e). For alternative TSS and TES, we observed a small but significant co-occurrence between proximal tandem 5′UTR and proximal tandem 3′UTR, and between distal alternative first exons and distal tandem 3′UTR (Supplementary Fig. 3d). Similarly, upstream/downstream alternative donor sites tended to co-occur with downstream/upstream alternative acceptor sites (Supplementary Fig. 3e), which suggested that the observed co-occurrence between alternative splicing sites could not simply be due to ambiguous splice junction assignments.

### Diverse isoform-specific translational status

To address the impact of the isoform diversity on translation, we performed polysome profiling (polysome-seq), and deeply re-sequenced previously generated ribosome footprinting (ribo-seq) libraries from rat brains^47^ (see Methods section). 

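Polysome profiling separates a cell lysate on a sucrose gradient by the number of ribosomes bound to each RNA. RNA from whole rat brain was collected in 3 fractions, ribosome-free, monosome and polysome, with 2 replicate libraries each. The sample labels describe the RNA as polyadenylated, whereas the methods name a total RNA library kit. The authors estimated isoform levels in these 6 libraries with the steps used for the hippocampus libraries, and TPM over the same 28268 isoforms were deposited in a table of their own. Each library sums to the same total TPM, so a difference in the amount of RNA between fractions is not contained in the values. Depth is again unknown.
Pearson's r between the 2 replicates, across all isoforms including those at 0 in both, was 0.898 for ribosome-free, 0.942 for monosome and 0.958 for polysome RNA. The SD of the log2 difference between replicates, across isoforms with a mean of at least 1 TPM in the fraction, was 1.28, 0.94 and 0.84 in the same order. The number of isoforms at 0 TPM in 1 replicate and at 10 TPM or more in the other was 355, 159 and 107. The 10 most abundant isoforms held 20.6% and 20.5% of TPM in the ribosome-free libraries, 8.94% and 9.86% in the monosome libraries and 4.76% and 4.89% in the polysome libraries.
Fractions were compared with limma on log2(TPM + 1), with all 6 libraries in one fit, a two-sided test and Benjamini-Hochberg adjustment. The fit covered the 19667 isoforms with a mean of at least 1 TPM over the 6 libraries. A fold change on this scale understates the change of isoforms at low levels. The 6 ribosome footprinting libraries are not analysed here.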

Computationally, we first predict isoforms with active translational status and then reconstruct an ORFeome to investigate its diversity (Fig. 4a). The purpose of the prediction of isoforms with translationally active status was twofold: to dissect alternative events associated with active translation, and to prioritize a set of transcripts for ORF prediction.

**Fig. 4:**
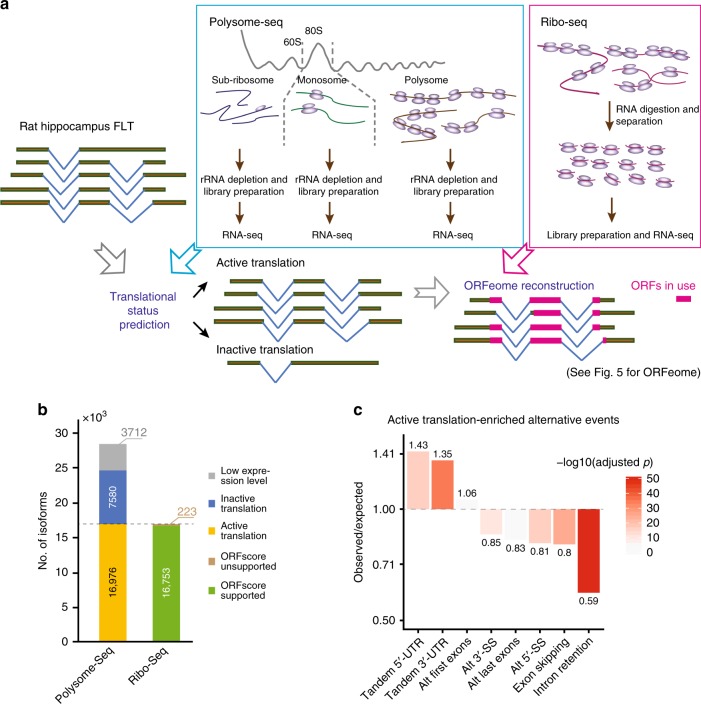
Diverse isoform-specific translational status. **a** Scheme of the integrative analysis of our FLT, polysome-seq and ribo-seq, in order to identify isoform-specific translational status and then reconstruct the ORFeome. **b** Bar plots show the proportion of our FLT isoforms of different translational status, predicted based on polysome-seq, and the proportion of predicted translationally active isoforms supporting by ribo-seq. **c** Bar plots show fold-changes between observed and expected alternative RNA processing events occurred in translationally active isoforms. Colors show the –log10 transformed Benjamini-Hochberg adjusted P values (Fisher’s exact tests). Source data for panel **c** are provided in a Source Data file

To predict the translational status, we built supervised machine learning models based on the polysome-seq data. The classification models were trained by protein coding and noncoding isoforms annotated in Ensembl with a cross-validation accuracy of 86.31 ± 0.33% (see Methods section). 

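The 6 polysome profiling libraries list 3712 isoforms at exactly 0 TPM in every library. The other 24556 isoforms (86.9%) were above 0 in at least 1 library, and 13153 (46.5%) were above 0 in all 6. A limit of 0.1 TPM in every library gave 3827 isoforms in place of 3712, and a limit of 1 TPM, which moved the number most, gave 5296. With each library left out in turn, between 3994 and 4105 isoforms were at 0 in the rest. Of the 3712 isoforms, 2739 were also at 0 in both hippocampus libraries, whereas 736 had a mean over 1 TPM there. The hippocampus values come from a separate table and another tissue, so these levels were not tested against each other.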

Of the 28,268 FLTs, 3712 were excluded due to low expression level (Fig. 4b). 

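Between the polysome and ribosome-free fractions, 6710 of the 19667 tested isoforms were higher in polysome and 2191 were higher in ribosome-free RNA at an adjusted p under 0.05 (limma). The median log2 fold change of all tested isoforms was 0.63, so that 75.4% of the called isoforms were higher in polysome. Quantile normalization between libraries moved the number higher in polysome most. It lowered the median to 0.09 and gave 4039 isoforms higher and 3454 lower, of which 53.9% were higher in polysome, and 6221 called isoforms were shared with the values as deposited. Scaling by median ratios gave 4193 higher and 3481 lower. The isoforms called higher in polysome had a median log2 fold change of 1.72, against 0.63 for all isoforms, and those called lower had a median of -2.12.
Between the monosome and ribosome-free fractions, 6304 isoforms were higher and 1436 lower in monosome RNA, with a median of 0.69 over all tested isoforms. Here 81.4% of the called isoforms were higher in monosome, and 54.1% after quantile normalization, with 3171 higher and 2692 lower. Polysome and monosome RNA differed in fewer isoforms, 2284 higher and 2278 lower in polysome, around a median of -0.02.
In the table of levels the isoforms carry read identifiers and no gene names. Isoform RSN_LD2.104_sub_150373_8060_8827_9479_652_SUB0_pTNu_11 had 2095 and 2400.3 TPM in the polysome replicates and 0.99 and 0 TPM in the ribosome-free replicates (adjusted p = 0.000387, limma). Isoform RNN_LD4.110_ccs_125733_1336_0_1336_1336_SUB0_pTNp_47 had 1498 and 1528 TPM in polysome RNA and was listed at 0 in both ribosome-free replicates (adjusted p = 9.12e-05, limma). In the other direction, isoform RSN_LD4.109_ccs_42044_1678_0_1678_1678_SUB0_pNAp_35 was listed at 0 in both polysome replicates and had 376 and 395 TPM in ribosome-free RNA (adjusted p = 0.000158, limma). Isoform RNN_LD4.110_ccs_72584_1444_0_1444_1444_SUB0_pNAp_32 had 0 and 0.63 TPM in polysome and 551 and 607 TPM in ribosome-free RNA (adjusted p = 0.000175, limma). These isoforms were picked as the 2 highest and 2 lowest log2 fold changes among called isoforms with a mean of at least 10 TPM and no overlap between groups. All 4 were called under every alternative tried. None of the alternatives changed how RSEM assigned reads. An isoform can be listed at 0 when its reads were assigned to another one, and this was not tested for these 4. The classifiers took the levels in the 6 libraries, their ratios between fractions and the length of the longest possible ORF as features, and from these the paper predicts the translational status. The classification itself is not analysed here.

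**Figure D1:**
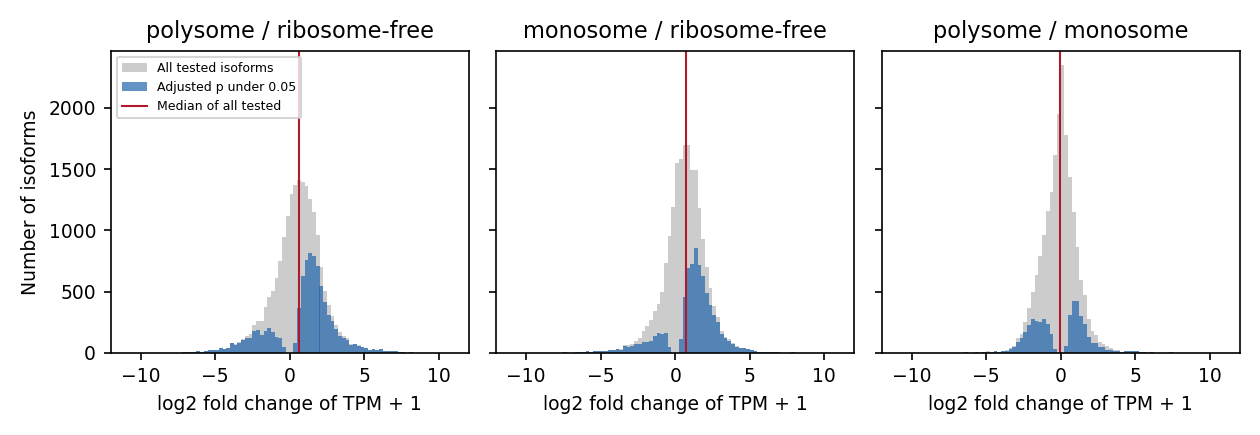
Distribution of log2 fold changes on the TPM + 1 scale (x axis) over the 19667 tested isoforms (y axis, number of isoforms) for the 3 comparisons between fractions. Grey bars are all tested isoforms, blue bars those with an adjusted p under 0.05, and the red line is the median, at 0.63 for polysome against ribosome-free, 0.69 for monosome against ribosome-free and -0.02 for polysome against monosome.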

For the remaining 24,556 transcripts, the classifiers predicted 16,976 with translationally active status, whereas the remaining 7580 (30.9%) were translationally inactive (Fig. 4b). At gene level, among 7229 loci, 6670 had at least one translationally active isoform.

Comparing the type of alternative processing events between isoforms with translationally active or inactive status, we found that intron retention, exon skipping, and alternative 5′/3′ splicing sites were depleted in the active transcripts (Fig. 4c), largely because these events could likely disrupt the canonical ORFs by introducing frameshifts (e.g., Supplementary Fig. 2e). Indeed, the percentage of 3-divisible cassette exons in the CDS was significantly higher in the active isoforms than in the inactive ones (49.5% vs. 40.2%, *p* value = 0.039, Fisher’s exact test). Moreover, the retained introns in the active transcripts were significantly shorter than in the inactive ones (median = 102 vs. 129, *p* value = 7e−9, Mann–Whitney *U* test) and more biased towards either 3′ or 5′ end to avoid occurrence in CDS regions (*p* value = 5e−12, Kolmogorov–Smirnov test). In contrast, tandem 5′/3′ UTRs, which did not affect CDS, were enriched in translationally active transcripts (Fig. 4c). In addition, alternative first exons, which could either affect CDS or not, were distributed similarly between the active and the inactive isoforms (Fig. 4c).

### Discovery of ORF variants and novel ORFs

Previous studies have shown that computational algorithms such as the ORFscore are able to detect translating ORFs by leveraging the 3-nt periodicity of Ribo-seq footprints^48^. Based on our data, we first verified that ORFscores indeed had strong discriminative power to separate ORFs used for translation (ORFscore > 5; Fig. 5a right), ORFs in untranslated regions (−6 < ORFscore < 5; Fig. 5a middle), and ORFs overlapping with translating ORFs but in different frames (ORFscore < −6; Fig. 5a left). In addition, ORF length has also been shown to be an important factor in coding potential prediction^49,50^. Here as often used in previous studies, if there were multiple ORFs in one transcript with ORFscore > 5, the longest ORFs were kept. Indeed, the longest ORFs showed a very similar distribution of ORFscores compared to the ORFs annotated in RefSeq (Supplementary Fig. 4a, b). With the ORFscore threshold at 5, we detected translating ORFs in nearly all the translationally active isoforms predicted by polysome-seq data (16,753 out of 16,976, 98.7%; Fig. 4b). In the translationally inactive isoforms we found that the longest ORFs were significantly shorter and had significantly lower ORFscores (*p* < 2.2 × 10^–16^, Mann–Whitney *U* test; Supplementary Fig. 5a, b), demonstrating that the polysome-seq prediction is well supported by the independent ribo-seq data.

**Fig. 5:**
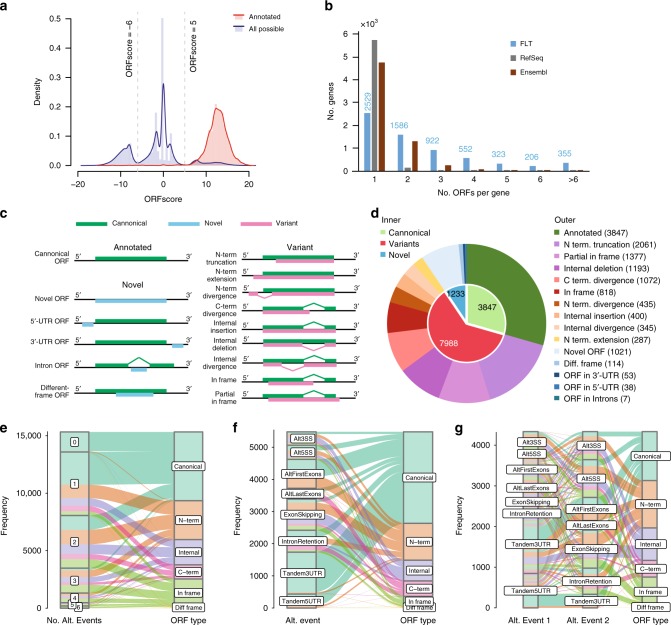
ORFeome reconstruction identifies unannotated ORF variants and novel ORFs. **a** Histograms show the distribution of ORFscores of annotated ORFs (red) and all possible ORFs in our FLT (blue). The distribution demonstrates the discriminative power of ORFscore at 5 to classify whether ORFs were translated or not. **b** Number of ORFs per gene in our ORFeome, compared to that in RefSeq/Ensembl annotation. **c** Scheme of ORF types, including annotated ORFs, ORF variants, and novel ORFs. **d** Pie charts show the proportion of different ORF types in our ORFeome. **e**–**g** Alluvial diagrams show the impact of RNA isoform diversity on the diversity of ORF variants, including **e** the impact of the number of alternative events, **f** the impact of single alternative events, and **g** the impact of pairs of alternative events. ORF types: Canonical, annotated ORF; N-term, including N-terminal truncation, N-terminal extension, and N-terminal divergence; Internal, including internal insertion, internal deletion, and internal divergence; C-term, C-terminal divergence; In frame, including in frame and partial in frame; Diff frame, different frame. Source data for panel **b** are provided in a Source Data file

Next, we asked whether the translationally active transcripts might be selected via coordinated RNA processing events to protect their ORFs. For this purpose, we generated in silico all possible isoforms by random selection of alternative exon blocks to the scaffold comprising all constitutive exons. Comparing the isoforms in the translationally active pool to all random isoforms, we found that the translationally active isoform always achieved higher ORFscores and longer ORF lengths (*p* < 2.2 × 10^−16^, Mann–Whitney *U* test; Supplementary Fig. 5c, d), suggesting that the capability to produce genuine proteins is enhanced by proper RNA processing.

We then reconstructed the ORFeome. Since different RNA isoforms may harbor the same ORF, we collapsed all putative ORFs to form a unique set consisting of 13,093 ORFs from 6,560 gene loci, resulting in an average of 1.99 ORFs per gene. Compared to 3.91 transcript isoforms per gene locus, the diversity in ORF was almost halved. Nonetheless, the ORF diversity was significantly higher than that in RefSeq (1.05) and Ensembl (1.34). As shown in Figs. 5b, 60.1% genes in our FLT dataset harbored more than one ORF, whereas only 3.6% and 25.8% genes in RefSeq and Ensembl exhibited multiple ORFs, respectively.

To further investigate how the putative ORFs varied from the annotated ones, we defined various types of ORF variants and novel ORFs, as shown in Fig. 5c. Interestingly, less than one third of the putative ORFs were annotated in RefSeq (29.4%), whereas the majority were ORF variants (61.1%) and about one tenth were novel (9.5%) (Fig. 5d). Of note, the percentage of our ORF collection being annotated in RefSeq (29.4%) is dramatically higher than that of our FLT collection (7%). This is because many alternative RNA processing events, such as tandem UTRs, do not affect ORFs (Fig. 5e–g).

Among the nine sub-categories of ORF variants, approximately one quarter (25.8%) were N-terminal truncations (Fig. 5d), where a start codon downstream of the annotated one was used. This phenomenon is in concordance with our previous observation in NIH-3T3 cells, where translation initiation site (TIS) profiling detected a large number of TISs downstream of annotated ones^19^. Mechanistically, this could be caused by using downstream alternative first exons (Fig. 5f). In addition to N-terminal truncated proteins, divergence from and extension to annotated N-termini were also observed (5.45% and 3.59%, respectively). These N-terminal variants were mainly caused by one or two alterative events (Fig. 5e), including alternative first exons, and exon skipping/intron retention which disturbed the sequences around the annotated TISs (Fig. 5f, g). We speculate that many protein isoforms with different N-termini might alter protein localization due to the presence/absence of signal peptide (Supplementary Data 1). The next categories of ORF variants lay in internal parts, comprising internal deletion (14.9%), insertion (5.0%), and divergence (4.3%). These were predominantly caused by inclusion/exclusion of cassette exons (Fig. 5f). Moreover, we found 13.4% of ORF variants harbored different C-termini from annotated ones, largely caused by alternative last exons or intron retentions near the stop codon (Fig. 5f). Finally, complex combinations of different types of ORF variants also existed in the dataset; these could be further classified into partial in-frame (17.2%) and in-frame shifts (10.2%). Often, these ORF variants lay in transcripts differing by at least two alternative events (Fig. 5e, g).

Of the novel ORFs, the majority were ORFs derived from novel gene loci (81.1%). The second sub-category was those overlapping with annotated ORFs but in different frames (9.1%; Fig. 5d). Finally, we found ORFs originating from regions annotated as un-translated (4.3% from 3′UTRs, 3.1% from 5′UTRs and 0.6% from introns), which tended to have short length and lower ORFscores (Supplementary Fig. 6) but might produce smaller peptides of functions^48,51^. Moreover, they also showed in general lower PhyloCSF^52^ conservation scores (Supplementary Fig. 6e), with a few exceptions indicating potentially conserved functions (Supplementary Data 2)^51,53^.

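Supplementary Data 2 lists 27 isoforms of 19 genes with conserved ORFs that RefSeq does not annotate, and all 27 identifiers were found among the deposited levels. Their mean hippocampus level ranged from 0.88 to 212.2 TPM with a median of 31.4 TPM. The log2 ratio of mean polysome to mean hippocampus TPM ranged from -2.79 (Med8) to 3.30 (Sdf4) with a median of 0.52, and was above 0 for 20 isoforms and below 0 for 7. The 2 levels of this ratio come from tables made separately and from different tissues, so it was not tested. The paper's reported levels and ratios differed from these by at most 4.8e-06 on the log2 scale.
Within polysome profiling, 26 of the 27 isoforms reached a mean of 1 TPM and were tested. Between polysome and ribosome-free RNA, 15 were higher and 2 lower in polysome at an adjusted p under 0.05 over all isoforms tested (limma). Adjusted over the list alone, 15 were higher and 3 lower, but the study chose the list among isoforms that it predicted as active from these libraries, so this count is not independent evidence. After quantile normalization, which removes most of the general shift toward polysome, 10 of the 15 were still called higher and 3 were called lower. The isoform of Gpm6b was lower in polysome, with 46.3 and 46.6 TPM against 191 and 177 TPM in ribosome-free RNA, a log2 fold change of -1.96 (standard error 0.18, adjusted p = 0.00104, limma). One isoform of Tymp had the highest log2 fold change of the list, 4.31 (adjusted p = 0.000453, limma). It had 22.9 and 19.2 TPM in polysome and 0 and 0.23 TPM in ribosome-free RNA. With values this near 0, the fold change depended on the pseudocount, with 2.35 at a pseudocount of 5 and 6.86 at 0.1. The other listed isoform of Tymp, of 1904 nt, had a log2 fold change of 0.35 and was not called.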

Furthermore, we re-analyzed our previously generated mass spectrometry (MS)-based proteomics datasets from rat primary hippocampal neurons^54^ for peptides that support the reconstructed ORFeome (see Methods section; Supplementary Data 3). In order to avoid annotated ORFs confounding the validation of ORF variants and novel ORFs, we excluded peptides matched to RefSeq ORFs. Therefore, the resulting FLT-specific peptides could not be found for ORF categories including RefSeq annotation, N-terminal truncation and internal deletion. For the remaining categories, we found varied percentages with FLT-specific peptide matches (Fig. 6a, Supplementary Fig. 7a). In particular, in the categories N-terminal extension, internal insertion and novel ORFs in introns, the percentage of ORFs with supporting peptides were comparable to that of the annotated ORFs. Comparing the ORFs with supported peptides to those without in each category, the peptide-supported ORFs had significantly higher ORFscores (Fig. 6b). This is expected because mRNAs with higher ORFscores would likely have higher ribosome occupancy and/or a longer ORF length, resulting in a higher number of detectable peptides. Furthermore, within the peptide-matched ORFs, the number of peptide spectrum matches (PSMs), matched peptides, and unique peptides all positively correlated with the ORFscore (Supplementary Fig. 7b–d), implying that the MS sampling depth might be a bottleneck for supporting ORFs with low expression level and/or translational efficiency. Thus, obtaining deeper MS-based proteomics data specific for low-abundance proteins could further increase the percentage of peptide-supported ORFs.

**Fig. 6:**
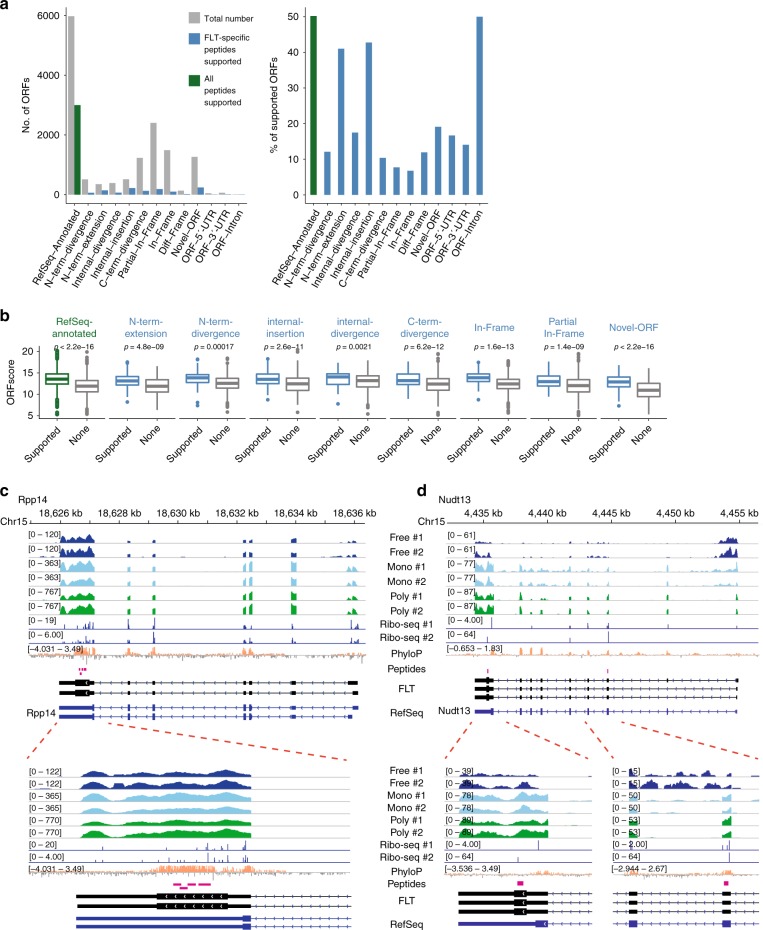
Validation of the FLT-based ORFeome using MS-based proteomics. **a** Bar plots show the number (left) and percentage (right) of ORFs supported with peptide evidence. Except for the RefSeq-annotated ORFs where all peptides were used, in the other ORF categories only the FLT-specific peptides were used. N-terminal truncation and internal deletion were excluded since no FLT-specific peptides were expected. **b** Boxplots compare the ORFscores of ORFs with peptide evidence to those without in each category. *P* values (Mann–Whitney *U* test) are indicated above the boxplots. Box edges represent quartiles, whiskers represent extreme data points no more than 1.5 times the interquartile range. **c**, **d** Two examples of peptide-supported novel ORFs identified in the known gene loci. Tracks from top to bottom are genomic coordinates, two replicates of ribosome-free RNA, two replicates of monosome-associated RNA, two replicates of polysome-associated RNA, two replicates of ribosome footprinting, PhyloP conservation score, peptide evidence, full-length transcripts, and RefSeq genes. Zoomed-in regions are also shown at the bottom, with the same track orders. **c** In the gene *Rpp14*, peptide evidence was only found in the novel ORF in its 3′UTR, whereas **d** in the gene *Nudt13*, peptide evidence was found for both the RefSeq-annotated main ORF and the novel ORF in its 3´UTR. Source data for panel **b** are provided in a Source Data file

We then looked further into the novel ORFs detected in introns and RefSeq-annotated UTRs. Among the peptide-supported novel intronic ORFs, we found that their mouse and human homologs were often annotated as separate genes with distinct promoters, again demonstrating the incomplete rat genome annotation. More interestingly, peptide evidence was also found for novel ORFs located in the 5′UTR and 3′UTR regions. If both the RefSeq annotated ORF and these UTR encoded ORFs were translated from the same RNA transcript, they were termed as bicistronic. This phenomenon is frequently observed in bacteria, but is very rare in higher eukaryotes. However, in the gene *Rpp14* (encoding a subunit of RNase P), where we only detected peptides supporting an unannotated ORF in its 3′UTR (Fig. 6c; annotated spectra for the detected peptides shown in Supplementary Fig. 8), an examination of its mouse and human homologs revealed two distinct ORFs encoding proteins with different functions–the protein HTD2, translated from the 3′UTR of *RPP14*, is a mitochondrial dehydratase. 

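Supplementary Data 2 gives 2 isoforms of Rpp14 with the unannotated ORF in the 3′UTR. The isoform RSN_LD2.110_ccs_29451_1939_0_1939_1939_SUB0_pNAp_21, with a read length of 1939 nt, had 77.0 and 70.4 TPM in the polysome replicates, 52.6 and 43.1 TPM in the monosome replicates and 26.3 and 22.7 TPM in the ribosome-free replicates. Its log2 fold change between polysome and ribosome-free RNA was 1.55 (standard error 0.16, adjusted p = 0.00127, limma), and with each library left out in turn it stayed between 1.45 and 1.65. After quantile normalization it was 0.82 (limma, adjusted p = 0.0137, and from 0.00089 to 0.0137 over all alternatives tried).
The isoform RNN_LD3.108_ccs_24302_2113_0_2113_2113_SUB0_pTNp_22, with a read length of 2113 nt, was less abundant, with 23.6 and 16.4 TPM in polysome, 16.0 and 18.9 TPM in monosome and 5.66 and 10.7 TPM in ribosome-free RNA. Its log2 fold change was 1.22 (standard error 0.35, adjusted p = 0.0391, limma). This call was lost under both scaling alternatives, with a log2 fold change of 0.58 after quantile normalization (limma, adjusted p = 0.244). The call was also lost with a constant prior variance or with only the 4 libraries of the 2 fractions in the fit. The replicate number as a term in the model lost it too, with an adjusted p of 0.0627 (limma). Its adjusted p ranged from 0.0313 to 0.244 over the alternatives. In hippocampus RNA the levels were 74.1 and 92.8 TPM for the isoform of 1939 nt and 16.2 and 8.94 TPM for the isoform of 2113 nt. These levels are for whole isoforms and do not show which of the ORFs the ribosomes occupied.

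**Figure D2:**
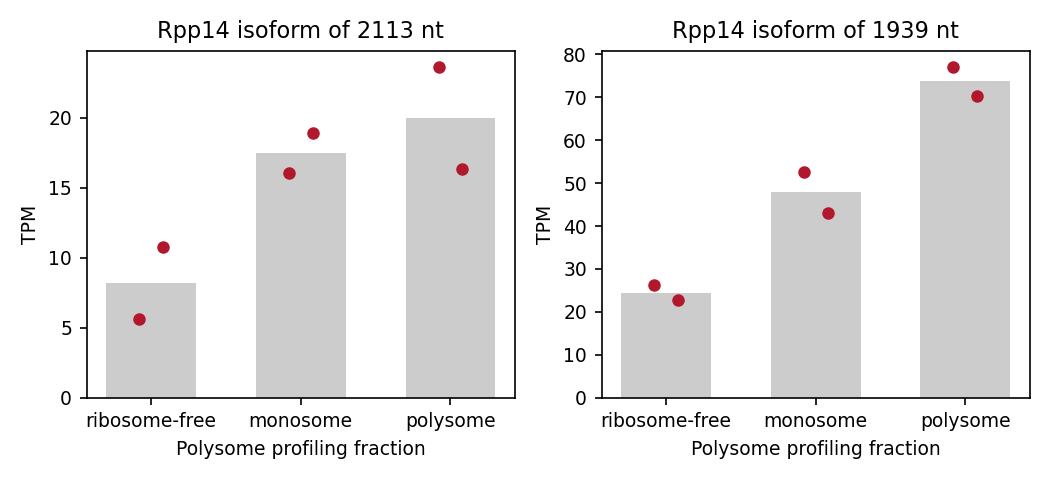
TPM (y axis) of the 2 Rpp14 isoforms in the 3 polysome profiling fractions (x axis). Points are the 2 replicate libraries and bars their mean, and for both isoforms the ribosome-free replicates lie below the polysome replicates.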

Another example is the gene *Nudt13* (Nudix hydrolase 13), where we detected peptide evidence for both its main ORF and its 3′UTR ORF (Fig. 6d; annotated spectra for the detected peptides shown in Supplementary Fig. 8). In contrast to the highly conserved main ORF, the 3′UTR ORF is not conserved in other species. Whether its function is specific to rat awaits future studies.

### Compartment-localized FLTs in neurons

As protein translation occurs in both neuronal cell bodies and processes^55^, we next investigated which RNA isoforms were transported to neuronal compartments. For this purpose, we divided rat hippocampal slices into somata and neuropil compartments by microdissection, and profiled their transcriptomes using RNA-seq. 

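The somata and neuropil layers of the CA1 region were dissected by hand from hippocampal slices of 4-week-old rats, and 2 replicate libraries of each were sequenced. The neuropil layer holds mainly dendrites and axons, and the layer of somata holds the cell bodies. The isoform levels were again estimated by the authors with RSEM and deposited as TPM over the 28268 isoforms, in a table separate from those of the other experiments. No depth can be read from these values. Between 9608 and 9695 isoforms were listed at 0 TPM in the somata libraries and between 9775 and 10183 in the neuropil libraries. Across isoforms with a mean of at least 1 TPM in the compartment, the SD of the log2 difference between the 2 replicates was 1.37 in somata and 1.65 in neuropil. In 627 isoforms of somata and 1104 isoforms of neuropil, 1 replicate was listed at 0 and the other at 10 TPM or more.
The compartments were compared with limma on log2(TPM + 1) over these 4 libraries alone, for the 20393 isoforms with a mean of at least 1 TPM. Over all isoforms, including the 5126 at 0 in all 4 libraries, Pearson's r was 0.894 between the somata replicates and 0.849 between the neuropil replicates. Between compartments it ranged from 0.839 to 0.878. Neuropil replicate 2 correlated more strongly with both somata replicates, with 0.871 and 0.878, than with the other neuropil replicate, with 0.849.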

Isoform expression levels in the two compartments were quantified and compared for neuronal genes^23^ in our FLT collection. Among 1,135 multi-isoform neuronal genes, we found 97 isoforms were significantly enriched in the neuropil whereas 82 isoforms were significantly enriched in the somata (Fig. 7a). 

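No isoform reached an adjusted p under 0.05 among the 20393 isoforms compared by their TPM, and the smallest adjusted p was 0.179 (limma). At an unadjusted p under 0.05 there were 3024 isoforms (14.8%), of which 1544 were higher in neuropil and 1480 higher in somata. The alternatives set in advance for this comparison gave 0 isoforms as well. A pseudocount of 0.1 together with a constant prior variance, a setting chosen after the data had been seen, gave 205 isoforms higher in neuropil and 258 higher in somata. The test covered all isoforms and not neuronal genes alone, and it compared TPM. The isoform percentages plotted in Fig. 7a are not analysed here.

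**Figure D3:**
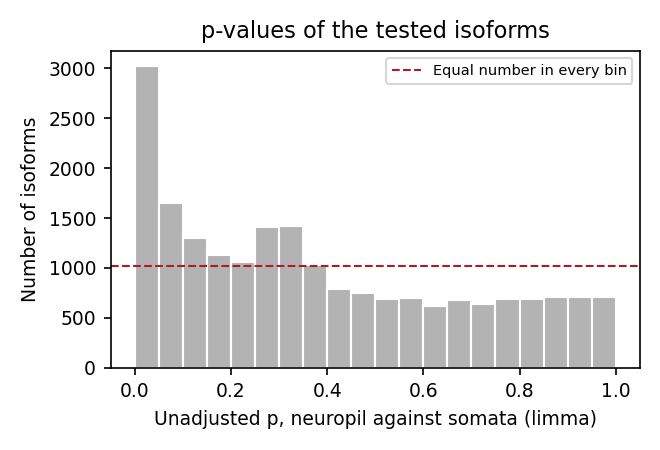
Number of isoforms (y axis) by unadjusted p of the comparison of neuropil with somata (x axis, limma), in bins of 0.05, for 20393 isoforms. The first bin holds 3024 isoforms, and the dashed line marks the number each bin would hold if all were equal.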

As an example, we detected an unannotated isoform in the neuropeptide-encoding gene *Tac3* that was enriched in the somatic transcriptome (Fig. 7b). In another example *Bin1*, a gene expressed in many tissues and associated with the Alzheimer’s disease^56^, we observed that two of its five isoforms were specifically localized to somata or neuropil (Fig. 7c). Interestingly, the skipping of exon 7 was coupled with the complete exclusion of exons 13–16, and this coordinated splicing may play dual roles, including determining the isoform localization pattern and encoding two different protein isoforms with potentially distinct functions. 

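As no isoform was called between the compartments, levels were compared for the isoforms at an unadjusted p under 0.05, a choice made after the data had been seen. Among these, 1453 isoforms higher in neuropil and 1412 higher in somata were above 0 in hippocampus RNA. Their median log2 of the mean hippocampus TPM was 4.87 for neuropil and 5.80 for somata, a difference of -0.94. A two-sided permutation test of the Mann–Whitney U statistic gave p = 1e-05, the smallest p that 100000 permutations can give. The test treats isoforms as independent, which they are not, and its p does not reflect variation between animals. The alternative that moved the difference most took levels from the somata and neuropil libraries, which gave -0.77. Neither list was restricted to neuronal genes with several isoforms.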

On average, there was no significant difference in their expression levels between neuropil-localized and somata-enriched isoforms (Fig. 7d), indicating that, in general, transcript localization might not be coupled with their expression levels.

**Fig. 7:**
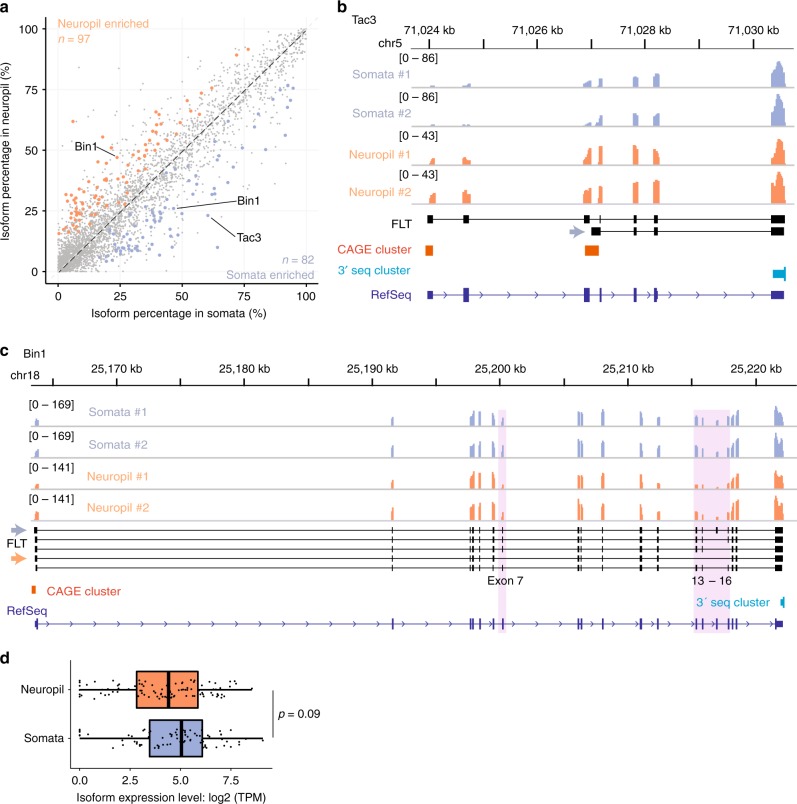
Compartment-localized isoforms in neurons. **a** Scatter plot compares the isoform abundance between somata (*x*-axis) and neuropil (*y*-axis) compartments. Significantly localized isoforms were marker with blue (somata) or orange (neuropil) colors and example isoforms were highlighted. **b**, **c** Examples of the compartment-localized isoforms. Tracks from top to bottom are: genomic coordinates, Illumina read coverage in two replicates of somata samples and two replicates of neuropil samples, our FLT isoforms, CAGE clusters, 3′seq clusters, and RefSeq isoforms. Compartment localized isoforms were indicated by arrows. The two genes are: **b** *Tac3*, a neuropeptide-encoding gene, and **c** *Bin1*, a gene expressed in many tissues and associated with the Alzheimer’s disease. **d** Boxplots compare the expression levels (log2 TPM) between neuropil and somata localized isoforms (*p* value = 0.09, Mann–Whitney *U* test). Box edges represent quartiles, whiskers represent extreme data points no more than 1.5 times the interquartile range. Source data for panels **a** and **d** are provided in a Source Data file

## Discussion

In this study, we provided a high-quality resource for gene annotation in the rat hippocampus. Comparing to the RefSeq (1.08 isoforms per gene) and Ensembl (1.43 isoforms per gene) rat annotation, our FLTs’ diversity of 3.91 isoforms per gene is more than twofold higher. However, this should be considered as a conservative estimation of transcript isoform diversity. On one hand, some of the PacBio transcripts we discarded could still be in full-length, but their expression levels might be too low to have detectable CAGE and 3′-seq clusters; on the other hand, our approach does not cover extremely long transcripts in full length. This problem is evident when we compared the percentage of genes covered by our FLT transcripts across different lengths (Supplementary Fig. 9): genes longer than 6000 nt were covered with a much lower probability, likely due to the fall-off of reverse transcriptase during the reverse transcription and/or polymerase in the PacBio sequencing. Another factor that impacts the FLT coverage is the transcript abundance. The cDNA normalization applied in this study has largely eliminated this effect and many transcripts of very low abundance were indeed recovered in full length. These transcripts could be potentially transcriptional noise present in all cells, or functional transcripts expressed only in specific cells. Considering the latter possibility, combining our approach with enrichment of distinct cell types or even a single-cell RNA-seq strategy, as reported recently^35^, would further expand our understanding of transcriptome diversity.

Based on our FLT data, we investigated the co-occurrence of alternative RNA processing events at a genome-wide scale. The observed co-occurrence of alternative transcript ends is in concordance with the phenomena reported in yeast, where promoters can drive alternative polyadenylation mediated by RNA binding proteins^57,58^ or gene loops^59^. Alternatively, transcriptional activity resulting from alternative promoters might also affect the polyadenylation site choice^60^. Among the internal alternative splicing events, the co-occurrence of alternative donor and acceptor splicing sites indicates that the choice of upstream splice donor sites could influence the selection of downstream splice acceptor sites. Whether this coordination is mediated by the same trans-acting regulators warrants further studies. Finally, the coupling between multiple retained introns indicates that splicing out one intron may apply to other introns in the same gene, suggesting that splicing efficiency is generally regulated in a gene-specific manner^61^. Given that intron retention functionally downregulates gene expression levels^62^, the re-occurrence of intron retention in the same gene could possibly reassure such regulatory effect.

As discussed previsouly^18^, polysome-seq and ribo-seq complement each other. Here, we first used polysome-seq to predict isoform-specific translational status, and then ribo-seq 3-nt periodicity feature to recognize ORFs in isoforms with active translational status. In this way, we largely avoided false positive ORF predictions, which could be caused by shared ribosome footprinting signals in the overlapped regions between translationally active and inactive isoforms. Indeed, using ribosome footprinting data, ORFs could be detected in 98.7% of the translationally active isoforms defined by the polysome-seq, demonstrating the success of our strategy. When we used random combinations of alternative exons to mimic the ambiguous transcriptome assembly, such transcript sets often yield shorter ORFs and/or ORFs with lower ORFscores (Supplementary Fig. 5c, d). Therefore, the non-full-length transcript annotation can dramatically overstate the proportion of non-coding isoforms and underestimate the ORF diversity.

So far, alternative RNA processing has been extensively studied at RNA level, whereas the analysis at protein level is rather limited. This is mainly due to the technical challenges in measuring multiple protein isoforms: Standard MS-based proteomics involves digesting proteins into peptides, so that the information from which protein isoform a given peptide was derived is lost. As a result, only isoform-specific peptides can be used to unambiguously support ORF variants. Currently, even deep proteomic datasets can just cover a minor fraction of all existing peptides and many isoform-specific peptides escape detection. Therefore, only a small proportion of alternative ORFs have been supported with peptides, and to what extent the RNA isoform diversity can be translated into protein diversity remains unclear^27,28^. In this study, of all the transcript isoforms with sufficient abundance, 31.8% were predicted as translationally inactive. In the remaining translating ones, 21.8% differ only in UTRs whereas 78.2% encode distinct ORFs. As a result, a RNA diversity of 3.91 transcript isoforms per gene dropped to a protein diversity of 1.99 ORFs per gene. We validated a large number of ORF variants and even novel ORFs by MS-based proteomics data. In particular, nearly half of the novel intronic ORFs, the ORFs with internal insertions or extended N-terminus were matched with peptides, comparable to the RefSeq annotated ORFs. As expected, ORFs with peptide evidence were biased towards those with higher ORFscores, which is proportional to the expression level, translational efficiency and the length of the ORF. This again demonstrates the limited sensitivity of MS-based methods, and indicates that deeper proteome sampling would be required to gain further supports for predicted ORFs, particularly those of lower abundance.

Finally, based on our FLTs, we found hundreds of isoforms with distinct localization pattern in neurons. Of note, we very likely understated the number of the compartment-enriched isoforms, because we had to stringently control false positives given the high uncertainty in inferring isoform expression level based on short-read RNA-seq data. In terms of the mechanisms and functions, it still awaits future studies how distinct transcripts are chosen to localize and what roles these transcripts play at distinct subcellular compartments.

## Methods

### Rat hippocampus samples

The procedures involving animal treatment and care were conducted in conformity with the institutional guidelines that are in compliance with national and international laws and policies (DIRECTIVE 2010/63/EU; German animal welfare law; FELASA guidelines). Sprague Dawley rats were housed in standard cages and fed standard lab chow and water ad libitum. Rat hippocampal slices (500 μm) were prepared from four-week-old male animals^23^. The somatic and the neuropil layer of the CA1 region were microdissected carefully by hand from each slice^44^. Tissue pieces were first collected in RNA*later* to stabilize and protect RNA from degradation.

### Total RNA Illumina sequencing

Total RNA from rat hippocampus samples was extracted using TRIzol reagent (Life Technologies) following the manufacturer’s protocol. Truseq Stranded mRNA sequencing libraries were prepared with 500 ng total RNA according to the manufacturer’s protocol (Illumina). The libraries were sequenced in single-end 1 × 150 nt manner on HiSeq 2000/2500 platform (Illumina).

### PacBio library preparation and sequencing

Starting from 700 ng total RNA, polyA+ RNA selection was performed using Dynabeads^®^ Oligo (dT)_25_ (Invitrogen). The polyA+ RNA was converted to cDNA using the Clontech SMARTer kit for first-strand cDNA synthesis. The resulting cDNA was normalized using a duplex-specific nuclease (DSN)^43^. In brief, the DSN normalization is based on the denaturation-reassociation of double-stranded cDNA coupled with the degradation of the double-stranded cDNA fraction formed by abundant transcripts^63,64^. Then, PCR amplification of cDNA produced by the Clontech method (50× Advantage 2Polymerase mix) utilized a single primer (Supplementary Table 2) since both ends of the cDNA share a common sequence. The PCR products were split into four sections (QIAEX II^®^ Gel Extraction Kit) according to double-strand DNA size (i.e., <1 kb, 1–2 kb, 2–3 kb, and >3 kb), and a second round of PCR was done to generate sufficient DNA for template preparation. SMRTbell^TM^ template preparation was done according to the manufacturer’s guidelines. Size selected libraries were separately sequenced on PacBio RSII SMRT platform according to the manufacturer’s instruction (Magbead mode for fragments >3 kb and Diffusion mode for all other fragment sizes; SMRT Cell v3 with 1 × 180 min movie time). The raw sequencing reads from the PacBio RSII SMRT cells were processed through SMRT-Portal analysis suite (PacBio) to subread sequences for further processing.

### Illumina-based error correction of PacBio sequencing reads

We used two computational tools, IPEC and proovread^39^, to correct the sequencing errors in PacBio by taking advantage of the more accurate Illumina sequencing. First, we developed the method IPEC, which stands for Illumina-assisted PacBio Error Correction, to augment the sequence accuracy of PacBio reads by using high quality Illumina sequencing data. The method IPEC is an iterative correction approach with seed-and-extension design. In each iteration, for each PacBio read we search for local alignments with all Illumina reads using bowtie2 (with parameters: --local -D 40 -R 3 -N 1 -L 20 -i S,1,0.50 -k 5000 --no-head --ma 2 --mp 6 --rdg 3,3 --rfg 3,3). Mismatches and indels within the local aligned region at the PacBio read are corrected through voting by the multiple mapped Illumina reads. The error-corrected regions serve as a seed for the local alignment in the next iteration. Iteration stops when the accuracy of PacBio reads can no longer be improved significantly. To ensure the best quality of PacBio read error correction, we also processed our raw data by a comparable error correction method, proovread, which is based on the correction-by-short-read-consensus approach^39^. We ran proovread (version 2.13.10) with default parameters. As proovread requires a large memory capacity when dealing with large datasets^40^, we split PacBio reads into batches (every 100,000 PacBio reads per batch) when running proovread. After aligning the PacBio reads corrected by the two methods in parallel, we selected the best alignments (see below) and counted the number of correctly aligned bases to estimate the accuracy of corrected PacBio reads.

### Alignment of PacBio reads to the rat reference genome

Since the PacBio long reads cover multiple exons, we used a splicing-aware aligner GMAP^65^ (version 2016–09–23) to align the PacBio reads against the rat reference genome (rn6, downloaded from UCSC Genome Browser), with parameters --sampling 1 -B 2 --min-intronlength 20 -n 0, and with four settings of the kmer size (-k) 9, 11, 13, and 15. Only the best alignments, i.e., the largest alignment with the lowest number of mismatches against the reference genome, were kept. Overall, approximately 40% of the final alignments were contributed by IPEC, and the other 60% came from proovread.

### Transcript collapsing and clustering

To extract a non-redundant collection of RNA transcripts from PacBio reads, we developed an in-house approach with an exon-centric clustering method. In brief, after aligning PacBio reads to the rat reference genome (see above), we kept track of the exon combinations for all PacBio reads mapped to the same putative gene locus. We then collapsed these reads into a non-redundant set. Starting from the PacBio reads with the highest number of exons, reads in the final non-redundant set were kept only if any of the following three criteria was met: (i) the combinations of the exon-exon junctions were not identified in the current set; (ii) 5′ end of the first exon was at least 100 nt away from that of current set; and (iii) 3′ end of the last exon was at least 100 nt away from that of the current set.

### CAGE profiling of transcript 5´ends

To generate the CAGE libraries, 5 μg total RNAs collected from rat hippocampus samples were reverse transcribed using random primers (N15-oligo) tailed with 3ʹ part of Illumina TruSeq Universal Adaptor sequence (P5). Thereafter, 5ʹcomplete single-stranded cDNAs were captured based on a protocol from Takahashi et al.^66^ with minor modifications. Cap structure and 3ʹ ends of all RNAs were oxidized by NaIO4 on ice for 45 min, followed by an overnight biotinylation with a long-arm biotin hydrazide at room temperature. Single stranded RNA regions that were not covered by synthesized cDNAs including the 3ʹ ends were cleaved using RNase I. The 5ʹ complete cDNAs containing the biotinylated cap site were then captured with Dynabeads® M-280 Streptavidin (Life Technologies). RNAs were hydrolyzed with 50 mM NaOH and single-stranded cDNAs were released from the beads. After ligation with double stranded 5ʹ linkers with random overhangs (containing 3ʹ part of Illumina TruSeq Universal Adaptor P7), cDNAs were amplified for 18 cycles using cap forward primer (containing P5) and cap reverse primer with barcode included. The amplified libraries were sequenced in 2 × 100 nt manner on Illumina HiSeq 2000/2500 platform. The primer sequences are listed in Supplementary Table 2.

### CAGE data processing and cluster detection

The paired-end reads were first subjected to adapter removal using flexbar^67^ with the following parameters: ‐u 2 ‐m 28 ‐ae RIGHT ‐at 2 ‐ao 1. Then, the first 10 nt of the 1st read was further removed due to potentially high mismatches as derived from the random primer regions. Read pairs that were concordantly mapped to reference sequences of rRNA, tRNA, snRNA, snoRNA, and miscRNAs (available from Ensembl and RepeatMasker annotation) using Bowtie 2^68^ (version 2.1.0; in end-to-end and sensitive mode with default parameters) were excluded. The remaining reads were then mapped to the rat reference genome (rn6, downloaded from UCSC Genome Browser) using Tophat2^69^ (version 2.0.10) with the following parameters ‐‐mate‐inner‐dist 50 ‐‐mate-std-dev 20 ‐N 3 ‐‐read‐gap‐length 2 ‐‐read‐edit‐dist 3 ‐min‐anchor 6 --library‐type fr‐firststrand ‐‐segment‐mismatches 2 ‐‐segment‐length 25 with the input of RefSeq and Ensembl rat gene annotations (downloaded from UCSC Genome Browser and Ensembl FTP, respectively). Reads that were mapped to multiple genomic loci or whose two ends were mapped to different chromosomes were discarded in the following analysis.

CAGE clusters corresponding to transcription start sites (TSS) were detected^19^. In brief, only the 5ʹ end positions of the 2nd reads of uniquely, concordantly mapped read pairs (termed as tags hereafter) were used for determining TSS cluster. In general, genomic positions with tags beyond local background and within a distance of 20 nt were assigned into one cluster. Here, the local background (bg) for each position was determined by the maximum of (i) local expectation, that is the average tag coverage in the window of 500 nt centered at the position, and (ii) expression background, that is the sequencing depth‐normalized RNA‐seq read coverage within the window from 500 nt upstream to 1500 nt downstream of the position.

### Polysome profiling

Prior to lysis, rat brains were collected and snap frozen in liquid nitrogen and stored at –80 °C. Frozen rat whole brains were pulverized under liquid nitrogen and the powder lysed in lysis buffer (1 ml per 50 mg of tissue; 10 mM HEPES pH 7.4, 150 mM KCl, 10 mM MgCl^2^, 1% NP-40, 0.5 mM DTT, 100 μg ml^−1^ cycloheximide). After lysing, the cells by passing eight times through 26‐gauge needle, the nuclei and the membrane debris were removed by centrifugation (15,682 × *g*, 10 min, 4 °C). The supernatant was then layered onto a 10-ml linear sucrose gradient (10–50% w v^−1^, supplemented with 10 mM HEPES pH 7.4, 150 mM KCl, 10 mM MgCl2, 0.5 mM DTT, 100 μg ml^−1^ cycloheximide) and centrifuged (160,000 × *g*, 120 min, 4 °C) in an SW41Ti rotor (Beckman). Ribosome-free, monosome, and polysome fractions were collected and digested with 200 μg proteinase K in 1% SDS and for 30 min at 42 °C. RNA from polysome fractions were recovered by extraction with an equal volume of acid phenol–chloroform (pH 4.5), followed by ethanol precipitation. TruSeq Stranded Total RNA libraries were prepared with 500 ng RNA according to the manufacturer’s protocol (Illumina). The libraries were sequenced in 2 × 150 nt manner on HiSeq 4000 platform (Illumina).

### Polysome profiling data processing

Similar to total RNA sequencing, the sequencing reads were first subjected to adapter removal using flexbar^67^ with the following parameters: ‐u 10 ‐m 36 ‐ae RIGHT ‐at 2 ‐ao 1. Then, polysome profiling data were used to estimate isoform expression levels (see Isoform expression level estimation).

### Ribosome footprinting

We deeply re-sequenced previously generated ribosome footprinting libraries on rat brains^47^. To prepare the libraries, rat brains were lysed in the same way as for polysome profiling (see above). After lysis, ribosome‐protected fragments were collected. In brief, cell lysate was treated with RNase I at room temperature for 45 min. The nuclease digestion was stopped by adding SUPERase In™ RNase inhibitor (Invitrogen) and then loaded onto a linear sucrose gradient (10–50%). After ultra-centrifugation, monoribosome was recovered and RNA was isolated as described for polysome profiling (see above). rRNA was removed using Ribo‐Zero™ Magnetic Kit (Human/Mouse/Rat) (Epicentre). The 28–32‐nt ribosome‐protected fragments were purified through 15% wt vol^−1^ polyacrylamide TBE‐urea gel. The size-selected RNA was end-repaired by T4 PNK for 1 h at 37 °C. The sequencing libraries were then generated using TruSeq Small RNA Sample Preparation kit (Illumina) and sequenced in 1 × 50 nt manner on Illumina HiSeq 2000 platform.

### Ribosome footprinting data processing

Similar to total RNA sequencing, the sequencing reads were first subjected to adapter removal using flexbar^67^ with the following parameters: ‐u 2 ‐m 18 ‐ae RIGHT ‐at 2 ‐ao 4. Reads that were mapped to the reference sequences of rRNA, tRNA, snRNA, snoRNA, and miscRNAs (available from Ensembl and RepeatMasker annotation) using Bowtie 2^68^ (version 2.1.0; in end-to-end and sensitive mode with default parameters) were excluded. The remaining reads were then mapped to the rat reference genome (rn6, downloaded from UCSC Genome Browser) using Tophat2^69^ (version 2.0.10) with following parameters ‐N 2 ‐‐read‐gap‐length 2 ‐‐read‐edit‐dist 3 ‐‐min‐anchor 6 ‐‐library‐type fr‐secondstrand ‐‐segment‐mismatches 2 ‐‐segment‐length 20 with the input of RefSeq and Ensembl rat gene models. Reads that were mapped to multiple genomic loci were discarded in the downstream analysis.

### Isoform expression level estimation

After processing sequencing reads with flexbar^67^, we applied RSEM^70^ to estimate the expression levels of each isoform in a gene. RSEM analysis included two major steps: (i) reference transcriptome sequence index building, and (ii) read mapping and expression level inference. In the first step, the sequences in our FLT was fed to the command line tool rsem-prepare-reference. In the second step, with the command line tool rsem-calculate-expression and arguments --paired-end --bowtie2, we went through bowtie2 mapping, alignment parsing, and isoform expression estimation by EM algorithm.

### Translationally active isoform prediction

Mainly based on the polysome profiling data, we trained a set of support vector machine (SVM) classifiers to predict the translational status of each isoform in our FLT. SVM is a widely-used supervised machine learning approach, which tries to find a soft-margin hyperplane in high-dimensional space shaped by support vectors to classify binary samples. To build the SVM classifiers we took all expressed Ensembl isoforms as the training set, and their translational status was annotated as transcript_biotype. Compared to RefSeq, the Ensembl annotation contained a slightly higher number of isoforms (Fig. 3a) and collected more non-coding transcripts (though many of them were only based on computational predictions). We sorted Ensembl transcripts into two classes regarding their translational status. The biotype protein_coding was taken as translationally active, and others including lincRNA, retained_intron, processed_transcript, nonsense_mediated_decay, and non_stop_decay as inactive. Although the translationally inactive class included five biotypes, there were ~10-fold more isoforms in the active class. To balance the sample size in the two classes, we randomly subsampled the active isoforms. We repeated the subsampling 21 times, resulting in 21 pairs of inactive and active isoform sets. Then we built one SVM classifier in each pair of two classes of samples: We extracted 13 features for each sample (see below), chose the radial basis function as the kernel function of SVM, and the parameters were optimized by grid search using the grid.py script in 10-fold cross validation (CV) mode. The above procedure gave us 21 classification models, and the averaged 10-CV classification accuracy was 86.31%.

Out of the 28,268 isoforms in our FLT, 3712 were excluded for classification, because the estimated expression level of these isoforms in all the three polysome-profiling fractions was close to zero. For the remaining isoforms, the same features as used in SVM training were extracted, which included 12 properties extracted from the polysome profiling data, i.e., isoform expression levels in the three fractions in two replicates (2 × 3), and ratios of isoforms abundance levels between every two out of the three fractions in two replicates (2 × 3). In addition, the length of the longest possible ORF in each isoform was chosen as the 13th feature. Then the 21 trained SVM classifiers were applied to predict the translational status of the isoforms in our FLT, and the final prediction labels were given by classifier voting.

### Translating ORF detection

To determine the translating ORFs for the translationally active isoforms, we mainly used ORFscore, which was calculated from the ribosome footprinting data. By post-processing ribosome footprinting reads, we found only reads of length 28 nt, 29 nt, and 30 nt showed the typical 3-nt periodicity in annotated ORFs, and the +12 nt position from the read 5′end was corresponding to the P-site of the ribosome^48^. After designating each read as the +12 nt position, we counted the number of reads mapped to each of the three reading frames of one possible ORF, and calculated the ORFscore as follows^48^:

1 $${\mathrm{ORFscore}} = \log _{2}\left( \left(\sum_{i = 1}^{3} \frac{{(F_{i} - F^{\prime} )^{2}}}{F^{\prime }} \right) + 1 \right) \times \left\{ \begin{array}{*{20}{c}} - 1 & {\mathrm{if}}(F_{1} \, < \, F_{2}) \cup (F_{1} \, < \, F_{3}) \\ 1 & \hskip -46pt {{\mathrm{otherwise}}}\end{array}\right.$$

where $$F_i$$ is the number of reads in frame *i*, and $$F^\prime$$ is the average number of reads across all the three frames. We defined translating ORFs as ORFs with ORFscore > 5; in cases where multiple ORFs with ORFscore > 5 in one isoform, these ORFs were prioritized by their length.

### Comparative analysis of isoform and ORF diversity

The number of gene loci in our FLT comprising different numbers of transcript isoforms and ORFs was counted, respectively. To compare the diversity to that of RefSeq and Ensembl annotation, only the set of gene loci that overlapped with our FLT collection were considered. To facilitate the analysis of alternative RNA processing events, we developed a software toolkit named FuLeTA, available at https://github.com/sunlightwang/FuLeTA.

### Peptide search for ORF validation

To evaluate the reconstruction of the ORFoeme based our FLT, bottom-up proteomics data from primary hippocampal neurons^54^ were re-analyzed. The raw data are available via PRIDE with accession number PXD008596 (untreated/t0 data files). Using the Thermo Proteome Discoverer^TM^ (PD) software suite (version 2.3) with the MS-Amanda identification algorithm^71^, these data were matched to a protein database based on 18,015 RefSeq annotated ORFs, a database derived from our FLT-based ORFoeme comprising 10,775 sequences after excluding identical ones in RefSeq, and additionally a database containing common MS-contaminations. The searches allowed a precursor mass tolerance of 5 ppm and a fragment mass tolerance of 0.02 Da. Carbamidomethylation of Cysteine was set as a fixed modification and oxidation of Methionine was set as variable modification. The parameters further included tryptic peptides with up to two missed cleavages and a minimum of one unique peptide per protein group. Percolator node, a machine learning tool in PD 2.3, was used to estimate the number of false positive identifications^72^. A high confidence *q*-value (i.e., false discovery rate) threshold of 0.01 was assigned to filter both the peptide spectrum match (PSM) results and peptide results. We estimated the FDR on the combined RefSeq/FLT database and also separately for the RefSeq and FLT databases. At combined FDR 1%, we matched 56,233 and 2557 peptides in the RefSeq and FLT databases, respectively; at split FDR 1%, we identified 53,684 and 2175 peptides in the RefSeq and FLT databases, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Source Data

## Data Availability

All the raw sequencing data along with processed data are deposited into NCBI GEO database with accession number GSE128136. MS-based proteomics data are available via PRIDE with accession number PXD008596 (untreated/t0 data files). The source data underlying Figs. 1b, 2b, 2c, 3a, 3d, 4c, 5b, 6b, 7a, and 7d and Supplementary Figs. 1c–e are provided as a Source Data file. All other data are available from the corresponding authors on reasonable request.

# Supplementary material for: Full-length transcriptome reconstruction reveals a large diversity of RNA and protein isoforms in rat hippocampus
**Source:** Nat Commun. 2019 Nov 1;10:5009. doi: 10.1038/s41467-019-13037-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** ORFs with loss or gain of signal peptides due to extended, divergent, or truncated N-terminus.

**File Name:** Supplementary Data 2

**Description:** Conserved novel ORFs identified in the known gene loci.

**File Name:** Supplementary Data 3

**Description:** Identified peptides matching FLT-specific ORFs.

How the deposited data were processed for this re-analysis (not part of the article)

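RNA was measured by Illumina sequencing in 12 libraries. They comprise 2 replicates of whole rat hippocampus, 2 of the somata layer and 2 of the neuropil layer of the CA1 region, and 2 of each of the ribosome-free, monosome and polysome fractions of whole brain. All came from rats of 4 weeks of age by the sample labels. The 6 ribosome footprinting libraries and the PacBio, CAGE and 3′ end data are not analysed here.

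The authors made the deposited TPM values by removing adapters with flexbar, building a reference from the 28268 full-length transcripts and running RSEM with Bowtie 2. The text of the methods does not give the RSEM version. RSEM divides reads among isoforms by an expectation-maximization algorithm, so isoforms that share most of their sequence compete for the same reads, and an isoform can be listed at 0 when its reads were assigned to another one. The TPM were written to 2 decimals in 3 tables, one for hippocampus, one for both compartments and one for polysome profiling. Replicates were not pooled. The tables hold isoform identifiers and TPM. They were treated as made separately, and tests were run only within a table. Depth is unknown in all 12 libraries, because TPM keep no read counts, and neither counting intervals nor detection limits were computed. All 12 value columns were matched to a sample by group and replicate number.

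Levels were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the prior variance on the mean level) on log2(TPM + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Isoforms with a mean of at least 1 TPM over the libraries of the table were tested, 20393 for neuropil against somata over 4 libraries and 19667 for the 3 comparisons between fractions over 6 libraries. Each group has 2 libraries, so no p-value was computed with a library left out, and values alone were compared. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for counts, correlations and permutation tests with 100000 permutations, and matplotlib 3.10.9 for the plots. Read lengths were taken from the isoform identifiers.

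The test was tried on simulated data in which each isoform had its mean level over the real libraries. Spreads were drawn from isoforms of similar level and pooled over the groups. The wider spread of neuropil and the spread of each single isoform were thus not kept. With 200 isoforms of at least 10 TPM shifted by 3 log2 units, 75 were recovered in the design of the compartments with 0 false calls, and 172 in the design of the fractions with 2 false calls. With no shifted isoforms there were 0 calls in both designs, and 3.61% and 4.35% of isoforms had an unadjusted p under 0.05.

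The main settings and 76 alternatives were fixed before the data were examined. The alternatives changed the pseudocount (0.1 or 5 in place of 1), the filter on the mean TPM (none or at least 5), the scaling of the libraries (quantile normalization or median ratios), the prior variance, the replicate number as a term in the model, a required fold change of 2, the libraries in the fit, the limits used in counts, and left out each library in turn. Isoforms were named by a rule fixed at the same time: those of the genes that the paper names with an RNA level and of Supplementary Data 2, as far as a table pairs them with genes, and per comparison the 2 highest and 2 lowest log2 fold changes among called isoforms with a mean of at least 10 TPM and no overlap between groups. Of the last kind, the isoforms of polysome against ribosome-free RNA are described at their claim and the others enter the counts of single isoforms. Gene names come from Supplementary Data 1 and 2 alone. Isoforms of Tac3, Bin1, Nrsn1, Rpl21, Sirpa and Nudt13, and tests of isoform percentages within genes, are therefore not reported here.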

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

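The settings of the neuropil and somata comparison that combine changes, and the lists used for the levels of isoforms, were chosen only after the result was seen. The other alternatives were set in advance.

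The comparison of neuropil with somata gave 0 isoforms at an adjusted p under 0.05 under each of the alternatives set in advance, with 2392 to 3200 isoforms at an unadjusted p under 0.05. A pseudocount of 0.1 with a constant prior variance, chosen after seeing the data, gave 205 isoforms higher in neuropil and 258 higher in somata. With a mean of at least 5 TPM in addition, also chosen after seeing the data, it gave 41 and 61. Either change alone gave 0 isoforms, and the cause was not tested. With no isoform called, no median of called isoforms could be followed with a library left out.

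Scaling moved the comparisons with the ribosome-free fraction. For polysome against ribosome-free RNA, quantile normalization gave 4039 isoforms higher in polysome and 3454 higher in ribosome-free, and median ratios gave 4193 and 3481, against 6710 and 2191 without scaling. For monosome against ribosome-free RNA, quantile normalization gave 3171 and 2692, and median ratios 3031 and 2936, against 6304 and 1436. The medians over all tested isoforms fell from 0.63 to 0.09 and 0.12, and from 0.69 to 0.07 and 0.11. The share of calls higher in polysome was 75.4%, 53.9% and 54.6%, and that of calls higher in monosome was 81.4%, 54.1% and 50.8%. Removal of the 10 most abundant ribosome-free isoforms lowered the unscaled polysome median from 0.63 to 0.39. These isoforms thus explain the shift toward polysome only in part. The cause of the rest, and of the shift toward monosome, was not tested. For polysome against monosome, a required fold change of 2 left 1503 of 2284 isoforms higher in polysome, as a stricter call must leave fewer. The other alternatives for these 3 comparisons stayed within 1.5 times.

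With each library left out in turn, the median log2 fold change of isoforms called in polysome against ribosome-free RNA ranged from 1.66 to 1.73 for those higher and from -2.11 to -2.08 for those lower in polysome. It ranged from -1.71 to -1.59 for isoforms higher in monosome than in polysome RNA, and from 1.54 to 1.61 for those higher in monosome than in ribosome-free RNA.

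With the replicate number as a term in the model (replicate block), neuropil against somata gave 0 isoforms (2699 unadjusted). Polysome against ribosome-free gave 6230 higher and 1965 lower, polysome against monosome 1784 and 1686, and monosome against ribosome-free 5476 and 1221. The deviations of libraries with the same number from their group means correlated at 0.033 between somata and neuropil. Between fractions they correlated at 0.003, 0.002 and -0.01. These values give no sign that equal numbers pair the samples, but cannot exclude it, since the spread between replicates can hide a shared origin. The call of the Rpp14 isoform of 2113 nt was lost under the block, with an adjusted p of 0.0627 (limma).

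Of 376 values of 38 log2 fold changes of single isoforms, 341 kept their direction and their side of the threshold, 21 were no longer called and 4 were newly called. Of the 21, 4 were lost because a fold change of 2 was required. The other 10 are reversals of 5 isoforms of Supplementary Data 2 between polysome and ribosome-free RNA, all under the scalings. The isoform of Poldip2 of 2057 nt was called with a log2 fold change of 0.64, which became -0.01 after quantile normalization and -0.01 after scaling by median ratios. The other reversed isoforms were not called under any setting. In the order of quantile normalization and median ratios, the isoform of Tymp of 1904 nt moved from 0.35 to -0.22 and -0.26, that of Med8 of 2141 nt from 0.32 to -0.37 and -0.32, that of Rtl8a from 0.15 to -0.56 and -0.51, and that of Mok from 0.19 to -0.09 and -0.09. The main values of all 5 were close to or under the general shift of 0.63, which the scalings remove for the most part. With a library left out, the direction changed for the isoform of Hm13, from 0.64 to -0.17 without ribosome-free replicate 2, and for that of Mok, to -0.84 without ribosome-free replicate 1 and to -0.50 without polysome replicate 2.

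The correlation of read length with the log2 ratio of polysome to ribosome-free RNA was 0.126 and 0.085 in replicates 1 and 2 (Spearman's rho across isoforms), and rose to 0.169 and 0.119 for isoforms with a mean of at least 5 TPM. For neuropil against somata it was 0.021 in both replicates, 0.019 in both with a mean of at least 5 TPM and 0.021 with a pseudocount of 0.1. The cause was not tested. The numbers of isoforms at 0 in polysome profiling and above 1 TPM in the hippocampus stayed within 1.5 times of the reported ones under all alternatives. The difference in level between isoforms higher in neuropil and in somata stayed between -0.98 and -0.77, with p = 1e-05 under each setting (permutation test, the smallest p it can give), though the lists themselves were chosen after seeing the data. With lists at an adjusted p under 0.05, as set in advance, the comparison had no isoforms.

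The comparison of isoform percentages within genes and its alternatives were not run. Since depth is unknown, the limit of detection of isoforms near 0 TPM cannot be given.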

Differences from the paper's values

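The paper gives 97 isoforms enriched in the neuropil and 82 enriched in the somata among multi-isoform neuronal genes, whereas the comparison of TPM over all isoforms called 0 in neuropil and 0 in somata at an adjusted p under 0.05 (limma), with 1544 and 1480 isoforms at an unadjusted p under 0.05. Fig. 7a plots the paper's isoforms by isoform percentage in each compartment, and the paper's text does not name the test behind the numbers. The numbers here come from TPM. None of the alternatives set before the data were examined closed the gap for either number. Of the settings chosen after seeing the values, a pseudocount of 0.1 with a constant prior variance gave 205 and 258 isoforms. With a mean of at least 5 TPM in addition, also chosen after seeing the values, 61 isoforms were higher in somata, which is within 1.5 times of the paper's 82, and 41 were higher in neuropil, which is not within 1.5 times of the paper's 97.

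The paper reports no significant difference in level between neuropil-localized and somata-enriched isoforms (Fig. 7d). For isoforms at an unadjusted p under 0.05, a list other than the paper's, the median log2 TPM in hippocampus was 4.87 for those higher in neuropil and 5.80 for those higher in somata, a difference of -0.94 with p = 1e-05 (permutation test of the Mann–Whitney U statistic, the smallest p that 100000 permutations can give).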

Other observations

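The tests on neighbouring isoforms, on the share of short isoforms, on the removal of abundant isoforms, on the gap between short and longer isoforms and on signal peptides were chosen only after the result was seen.

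Many isoforms were listed at 0 TPM in 1 replicate and at 10 TPM or more in the other, 1104 in neuropil, 668 in hippocampus, 627 in somata, 355 in ribosome-free, 159 in monosome and 107 in polysome RNA. Isoforms of one gene stand close together in the tables, as far as Supplementary Data 1 shows it: 516 of its 524 identifiers were matched, and 98.7% of 150 neighbouring pairs of the same gene lay within 10 positions. In neuropil, 32.8% of the isoforms at 0 in 1 replicate had an adjacent isoform that moved the other way by at least 1 log2 unit, whereas isoforms at 100 random distances did so in 24.0% on average and in 27.6% at most. The share also exceeded the highest random share in hippocampus (34.1% against 27.5%), somata (30.3% against 22.8%), ribosome-free (27.9% against 21.4%) and monosome RNA (27.0% against 16.4%), but not in polysome RNA (15.0% against 15.9%). Reads that pass between isoforms of the same locus in the estimation may thus account for part of these isoforms. In neuropil they were also shorter than other isoforms with a mean of at least 5 TPM, with a median read length of 2135.5 nt against 2249 nt (p = 1e-05, permutation test across isoforms, the smallest p it can give), so a poorer estimate of short isoforms may contribute as well. Whether passing of reads also makes these isoforms more numerous in neuropil than in polysome RNA stays open. The replicate differences of adjacent isoforms correlated at -0.068 in neuropil and at -0.085 in polysome RNA, a gap too small against the SD of 0.01 that random distances gave in each. No biological explanation was tested for a difference between replicates.

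The spread between replicates was wider in neuropil than in somata. The SD of the log2 replicate difference among the 3881 isoforms with a mean of at least 50 TPM over both compartments was 0.75 in neuropil and 0.46 in somata, a ratio of 1.63, against a ratio of 1.22 over the 20393 isoforms with a mean of at least 1 TPM. The spread was thus wider among abundant isoforms as well. Fewer molecules sampled in the neuropil libraries would widen it at every level, and as depth is unknown, this cannot be told apart from other causes by the ratio. A difference in the dissected material between the neuropil replicates, or between the animals, was not tested. The spread bears on the comparison of the compartments. In simulated data with a spread pooled over both compartments, the same design recovered 75 of 200 isoforms shifted by 3 log2 units. That simulation did not test the wider spread of neuropil.

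Isoforms with a read length of at most 700 nt held 30.4% and 30.2% of TPM in the ribosome-free libraries, 17.6% and 18.4% in the monosome libraries and 8.26% and 9.44% in the polysome libraries. The mean in ribosome-free RNA was 30.3%. How far the length correction in the estimation raises short isoforms in all libraries stays open, since the shares themselves do not test it. The 10 most abundant ribosome-free isoforms, of 423 to 1070 nt, held 20.6% and 20.5% of TPM there and 1.79% and 2.16% in the polysome libraries. Their log2 ratios of polysome to ribosome-free TPM lay between -3.89 and -2.88, against a median of -0.43 for the 617 other isoforms of at most 700 nt. When these 10 isoforms were removed and TPM rescaled, the median log2 ratio of all isoforms fell from 0.63 to 0.39, and it ranged from 0.33 to 0.38 over the 4 pairs of single libraries, so they explain the general shift toward polysome only in part. That short RNAs bind fewer ribosomes and stay in the lighter fractions is a hypothesis that was not tested here.

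The isoforms of up to 1000 nt and the longer ones differed by 0.78 in their median log2 ratio of polysome to ribosome-free TPM (1714 and 17953 isoforms), and by 0.65 to 0.79 in the 4 pairs of single libraries. Between 2 libraries of the same fraction the gap was at most 0.07, which argues against a length bias of single libraries as its cause. A rank correlation over all lengths is less clear. Spearman's rho was 0.126 and 0.085 between polysome and ribosome-free RNA, while between the 2 ribosome-free replicates alone it reached -0.078, so a length bias that differs between libraries may account for a trend of this size. The fractions differ in ribosome load by design, and this biological explanation stays open.

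Of the 6652 isoforms at 0 TPM in both hippocampus libraries, 193 had a mean of at least 10 TPM over the 4 compartment libraries, although both compartments are parts of the hippocampus. At least 10 TPM in all 4 compartment libraries was listed for 40 of them, among 7931 isoforms that reached this level. As depth is unknown, the number that sampling alone would give was not computed, and sampling stays open as an explanation. The tables were made separately, and whether other isoforms of the same loci took the reads in the hippocampus libraries was not tested for these isoforms. The paper does not report this pattern.

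It was also asked whether a gained or lost signal peptide goes with the fraction in which an isoform is found. Of the isoforms of Supplementary Data 1 with a mean of at least 1 TPM, the 104 that gain a signal peptide had a median log2 ratio of polysome to ribosome-free TPM of 0.99 and the 319 that lose one had a median of 0.87, against 0.63 over all isoforms. The two-sided permutation test of the Mann–Whitney U statistic, gain against loss, gave p = 0.5205, so no difference between them was detected. The paper reconstructed its ORFs from isoforms that it predicted as active from these same libraries. That both medians lie above 0.63 is therefore not independent evidence.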
